# Multi-omics study on the effect of moderate-intensity exercise on protein lactylation in mouse muscle tissue

**DOI:** 10.3389/fcell.2024.1472338

**Published:** 2025-01-28

**Authors:** Jiahui Chang, Wanyu Wu, Ping Qian, Zhaoxu Lu, Xuejia He, Fang Wang, Ting Zhang

**Keywords:** moderate-intensity exercise, lactylation, proteome, metabolome, muscle tissue

## Abstract

**Introduction:**

This study explores the effects of moderate-intensity exercise on protein lactylation in mouse muscle tissue metabolism.

**Methods:**

Healthy adult mice running for 6 weeks as an exercise model and sedentary mice as the control were used to perform transcriptomic, proteomic, lactylation-proteomic, and metabolomic analyses. Correlation analysis between transcriptome and proteome and between proteome and metabolome was also conducted.

**Results:**

In this study, 159 lactylation sites of 78 proteins were identified as being differentially regulated by moderate-intensity exercise. Enrichment analysis showed that the lactylation of proteins Atp5mg, and Atp5po exhibited ATP hydrolysis activity. Mtatp8 and Atp5po were involved in biological processes such as mitochondrial transmembrane transport, and Mtatp8, Atp5mg, and Atp5po participate in oxidative phosphorylation and thermogenesis pathways. The lactylation levels of Mtatp8, Atp5mg, and Atp5po proteins in the exercise group were significantly decreased, while their protein levels were significantly increased. The combined analysis of proteomics and metabolomics showed that the oxocarboxylic acid metabolism and sphingolipid signaling pathways had significant changes under the influence of moderate-intensity exercise.

**Discussion:**

Our results indicate that moderate-intensity exercise has an effect on the lactylation level of mice, possibly by reducing the lactylation levels of Mtatp8, Atp5mg, and Atp5po and increasing the expression of their protein levels, thereby regulating the oxidative phosphorylation pathway and participating in energy metabolism. Further exploration is needed into the 2-oxocarboxylic acid metabolism pathway and the sphingolipid signaling pathway.

## 1 Introduction

Scientific exercise is beneficial to human physical health and can mitigate the progression of various diseases, such as metabolic (obesity, diabetes, etc.), nervous system, and cardiovascular diseases (Zangger et al., 2023; Zhao, 2024). Muscles and bones are important parts of the body that mediate the impact of exercise on physical activity. They are also key endocrine organs and play an important role in resisting chronic inflammation and maintaining the body’s immune system function (Kaji, 2023; Yang D. et al., 2023). The influence of exercise on muscles is a complex and multifaceted adaptive response (Marusic et al., 2020). Exercise can cause physiological and morphological changes, such as muscle growth, increased strength, improved endurance, and metabolic changes in a variety of muscles(Tsekoura et al., 2021). At the same time, strenuous exercise can also lead to muscle damage, which requires proper repair (Clarkson and Hubal, 2002; Cheng et al., 2020). During exercise, muscles produce a large number of active factors and metabolites that are released to the target parts of the body to perform a variety of biological functions, mediating the regulatory effect of exercise on pathophysiological conditions through muscle tissue (Lee et al., 2023). Among these, lactic acid produced through exercise is closely related to energy metabolism – it is—used as a key marker of fat oxidation in the skeletal muscle and plays an important role in tissues and organs such as the heart, brain, kidney, and liver (Brooks, 2018; Yang et al., 2020). Lactate is used as a key indicator in research to assess the effects of exercise training on the body.

A novel protein post-translational modification—lactylation modification—was reported for the first time by Zhang et al. (2019), providing a new perspective for the study of the non-metabolic functions of lactic acid. Lactylation modification originates from lactate produced by cellular glucose metabolism and is regulated by glycolysis and mitochondrial oxidative metabolism. As an epigenetic regulator, lactic acid directly stimulates gene transcription in chromatin and regulates the expression of related genes through the epigenetic modification of histone lactylation (Chen et al., 2022). Lactate stimulates gene transcription by inducing histone lactylation (Kla) in M1 macrophages, disrupting the balance of transcription (Zhang et al., 2019). The progression of diseases such as tumors and inflammation promotes the entry of lactic acid into macrophages (Fan et al., 2023). Histone lactylation levels are elevated in tumors and are closely associated with poor prognosis and epigenomic reprogramming (Yu et al., 2021). In addition to the acylation of histone proteins, lactate can also mediate the acylation of non-histone proteins that are involved in key cellular processes relevant to physiology and disease (Gao et al., 2023; Yang Z. et al., 2023).

Research has shown that the function of lactylation-modified regulatory proteins involves two pathways (Xin et al., 2022). ① Kla has a high content in the gene promoter region and can directly bind to the promoter region to promote or inhibit the expression of certain genes at the transcriptional level. ② Lactylation directly modifies the protein and regulates its activity. However, it is largely unknown how the overall lactylation levels change in muscle tissue during exercise and the specific pathway of action of lactylated proteins.

In our study, transcriptomic, proteomic, lactylation-proteomic, and metabolomic sequencing were performed based on mouse muscle tissue samples from moderate-intensity exercise to clarify the lactylation effects of moderate-intensity training on muscle tissue. The impact of acylated modified proteins can elucidate the role of lactylated proteins as a bridge between energy metabolism and epigenetics. This study has deepened our understanding of the specific physiological mechanisms of exercise’s regulation of muscle tissue.

## 2 Materials and methods

### 2.1 Moderate-intensity exercise training protocol

Our study selected 8-week-old male C57BL/6J mice (weighing approximately 21 ± 1 g, purchased from Charles River Laboratory) and randomly divided them into a control (Con) and exercise (EX) group. The experiment strictly followed institutional ethical guidelines and was approved by the Animal Care and Use Ethics Committee of the Capital Institute of Pediatrics (DWLL2021015) of Beijing, China. The EX group trained according to a moderate-intensity exercise program (Qian et al., 2022; Lu et al., 2023)—the mice trained on the electric treadmill between 7:00 and 9:00 pm, and adapted to the treadmill for 10–15 min every day for 5 days. The speed started at 6 m/min, followed by 2 m/min acceleration until the final velocity per day (Supplementary Table 1). In the training phase, EX mice started running at 6 m/min per time and increased to the specified speed, 60 min per day, 5 consecutive days per week, for a total of 6 weeks of training; the running distance of each mouse was 22 km. The Con mice were not treadmill trained and were fed according to feeding conditions throughout. All mice were kept at a constant temperature (22 °C ± 2 °C), with a diurnal cycle (light turned on at 6:00 am., and a night phase at 6:00 pm, maintaining a 12-/12-h light/dark cycle) and were weighed every 2 weeks.

### 2.2 Tissue collection

The mice in the EX group were euthanized and killed by cervical dislocation 24 h after the last training session. We used phosphate-buffered saline (PBS) for transcardial perfusion, and the cadavers were disinfected with 70% ethanol and placed on a dissection table with the abdomen facing up. The hind leg muscles were removed and placed in the prepared Petri dish, and intermuscular fat was removed (Hastings et al., 2020). The tissue samples were packaged and stored according to the requirements of each omics sequence: the size of soybean grains was required for transcription, and the amount of tissue was required to reach 50–100 mg for metabolomics, >200 mg for proteomics, and >500 mg for modified proteomics. The collected tissue samples were quickly frozen in liquid nitrogen and transferred to −80°C for subsequent trials.

### 2.3 Nucleic acid RNA extraction and transcriptomic sequencing analysis

First, TRIzol reagent was used to extract total RNA from muscle tissue samples and purify it to ensure that the quality and concentration of the RNA samples met the requirements of subsequent sequencing. A library was constructed and sequenced based on the DNBseq platform (PE150 strategy). Low-quality sequences, such as head sequence, sequence with mass score <20, original reads with N-base ratio >10%, and sequence less than 25 bp, were removed from the RNA sequencing results. The clean reads thus obtained were matched to the reference genome GCF_000001635.27_GRCm39 using HISAT. The expression quantification of the data was conducted, the differential expression gene analysis was conducted based on DESeq, and functional annotation and concentration analysis were conducted for the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases (Lu et al., 2023).

### 2.4 Protein extraction and enrichment of lactylated peptides

The muscle tissue samples frozen with liquid nitrogen were ground to powder. Subsequently, a cracking buffer (8 M urea, 1% protease inhibitor, 3 μM trichostatin A (TSA), and 50 mM nicotinamide (NAM)), with a volume four times that of the powder, was added. After adding the buffer, ultrasonic cracking was performed. The resulting mixture was centrifuged at 4 °C, 12,000 g for 10 min, and then the cell debris was removed. We transferred the supernatant to a new centrifuge tube and determined the protein concentration by the BCA kit.

The same amount of protein was taken from each sample for enzymatic hydrolysis. The volume was adjusted to the same with the lysate, and then trichloroacetic acid (TCA) was slowly added to reach a final concentration of 20%. The solution was thoroughly mixed by vortexing and allowed to precipitate at 4°C for 2 h. Subsequently, it was centrifuged at 4,500g for 5 min, the supernatant was discarded, and washed the precipitate with pre-cooled acetone two to three times. After drying the precipitate, triethylammonium bicarbonate buffer (TEAB) was added to a final concentration of 200 mM, the precipitate was dispersed by ultrasound, trypsin was added at a ratio of 1:50 (protease: protein m/m), and enzymatic hydrolysis was carried out overnight. Dithiothreitol (DTT) was added to a final concentration of 5 mM and reduced at 56 °C for 30 min. Iodoacetamide (IAA) was then added to make a final concentration of 11 mM and incubated at room temperature for 15 min in the absence of light. The peptides obtained were desalted and vacuum-dried for subsequent proteomic sequencing.

The process of protein extraction and enzymolysis for lactylated protein modification was the same as above, and the peptides were dissolved in IP buffer solution (100 mM NaCl, 1 mM EDTA, 50 mM Tris-HCl, 0.5% NP-40, pH 8.0). We transferred the supernatant to the pre-washed resin (No. PTM1404) and placed it on a rocking shaker overnight at 4 °C for incubation. Subsequent washes were performed using IP buffer solution, deionized water, and 0.1% trifluoroacetic acid eluent, respectively. We collected and drained the eluent by vacuum freezing. After draining, it was desalted according to the C18 ZipTips instructions, then vacuum frozen and drained for liquid chromatography/ mass spectrometry (LC/MC) analysis.

### 2.5 Sequencing and analysis of proteomics and lactylated modification

Detection data of proteomics and lactylated modification were obtained by LC/MC. The obtained peptides were dissolved by liquid chromatography mobile phase A and separated using the NanoElute ultra-high performance liquid phase system. Mobile phase A is an aqueous solution containing 0.1% formic acid and 2.0% acetonitrile. Mobile phase B is an acetonitrile-aqueous solution containing 0.1% formic acid. The liquid phase gradient setting (proteome setting condition) was as follows: 0–70 min, 6–24%B; 70–82 min, 24–35%B; 82–86 min, 35–80%B; 86–90 min, 80%B. The liquid phase gradient setting of the lactylated group was as follows: 0–40 min, 7–24%B; 40–52 min, 24–32%B; 52–56 min, 32–80%B; 56–60 min, 80%B. The separated peptides were injected into the capillary ion source for ionization and then analyzed by timsTOF Pro mass spectrometry. The source voltage of the proteome was set to 1.75 kV, and the source voltage of the lactoacylated group was set to 1.7 kV. The dynamic exclusion time of the tandem mass spectrometry scan was set to 30 s for the proteome (24 s for the lactoacylation modification group) to avoid repeated scanning of parent ions. The MaxQuant search engine (v. 1.6.15.0) process was generated from MS/MS data. The tandem mass spectrum was searched against Mus_musculus_10090_SP_20220107.fasta (17,097 entries) connected to the reverse bait database. The false discovery rate (FDR) for protein, peptide, and acetyl sites was adjusted to <1% (Qian et al., 2022).

In quantitative omics studies, the relative signal intensity ratio (Ratio) of the protein or modification site between the experimental and control groups is used to measure the difference in its expression level under two states. To ensure that the expression difference was statistically significant, the difference significance test T-test *p* value was calculated by repeating the experimental results several (three or more) times.

### 2.6 Metabolite extraction and omics sequencing analysis

Samples were collected at −80°C, and appropriate tissue samples were weighed into a mortar pre-cooled with liquid nitrogen and fully ground to powder. Then, four times the volume of extraction buffer MeOH/ACN (1:1, v/v) was added to each group of samples, and ultrasonic cracking was performed after full vorticity homogenization. It was quickly frozen in liquid nitrogen for 1 min and thawed at room temperature, and then ultrasonic treatment was performed again. We repeated this step three times. After precipitation at −20 °C for 1 h and centrifugation at 4 °C at 18,000 g for 15 min, the cell debris and protein precipitate were removed, the supernatant was transferred to a new centrifuge tube, drained through a concentrator, and ultrasonically redissolved with equal volumes of ACN: H2O (1:1, v/v) added. Centrifuged at 4 °C, 18,000 g for 15 min, the supernatant was transferred to a new centrifuge tube and stored at −80 °C or LC/MS for computer analysis.

The metabolites were separated using the Waters UPLC ultra-high performance liquid phase system combined with the Waters ACQUITY UPLC BEH C18 Column (1.7 µm, 2.1 mm × 100 mm), with a sample size of 10 µL and elution at a flow rate of 400 µL/min, column temperature of 40 °C. Mobile phase A was an aqueous solution containing 0.1% formic acid, and mobile phase B was acetonitrile containing 0.1% formic acid. Liquid phase gradient setting: 0–11 min, 2%∼98%B; 11.0–12.0 min, 98%B; 12.0–12.1 min, 98%∼2%B; 12.1–15.0 min, 2%B. The separated metabolites were injected into the ESI ion source for ionization and then analyzed by timsTOF Pro mass spectrometry. The ion source voltage was set to 4.5 kV. The dynamic exclusion time of the series mass spectrometry scan was set to 6 s to avoid the repeated scanning of parent ions.

Based on the quantitative information of the metabolites obtained through database matching, data screening, and statistical algorithms were combined to fill in and correct the missing values of the data. For the samples with multiple repetitions, the corrected expression level was used to calculate the metabolite difference fold change (FC) between the two groups, and the P value of the univariate T-test analysis was combined. Multivariate statistical analysis orthogonal partial least square discriminant analysis (OPLS-DA) calculated variable importance in projection (VIP) value and further obtained significant difference metabolites.

### 2.7 Nine-quadrant diagram analysis

Through the association analysis of the two omics, the key protein sites related to the studied traits could be found, and the number of candidate protein sites could be reduced, which made the study more convenient. A nine-quadrant diagram was used to correlate the changes in loci and proteins. All protein sites were divided into nine regions according to two omics thresholds, with the *X*-axis representing the logFC value of the site in the proteome and the *Y*-axis representing the log2FC value of the site in the modified group. Different colors represent different modes of expression.

### 2.8 Real-time quantitative polymerase chain reaction (RT-qPCR)

Total RNA was extracted from tissue homogenates using TRIzol reagent (Invitrogen, United States) following the manufacturer’s protocol. Reverse transcription of RNA into cDNA was carried out using the RevertAid First-Strand cDNA Synthesis Kit (ABM, Canada). Real-time quantitative PCR (RT-qPCR) was conducted with Maxima SYBR Green/ROX qPCR Master Mix (ABM, Canada). The threshold cycle (Ct) values for each sample were determined, and relative expression levels were calculated using the 2^−△△Ct^ method, normalized to GAPDH as the reference gene. The primer sequences used in the analysis are provided in Supplementary Table 2.

### 2.9 Western blot (WB)

The membranes were incubated overnight at 4 °C with the following primary antibodies: MT-ATP8 (1:2,000, Proteintech, China), ATP5MG (1:2,000, Proteintech, China), ATP5PO (1:2000, Proteintech, China), and Anti-L-Lactyl Lysine (1:2,000, PTM Bio, China). GAPDH (1:6,000, Abcam, United Kingdom) was used as the loading control. After primary antibody incubation, the membranes were washed and then incubated at room temperature for 1 h with a secondary anti-rabbit antibody (1:9,000, CST, United States). The target protein bands were visualized using SuperSignal West Pico chemiluminescence substrate (Thermo Fisher Scientific, United States), and band intensities were quantified using Quantity One software (Bio-Rad Universal Hood II, United States).

## 3 Results

### 3.1 Identification of the lactylation landscape in mouse muscle tissue

We evaluated lysine lactylation (Kla) enrichment in muscle tissue from moderate-intensity training mice using LC-MS/MS analysis. The relative quantitative value of the modification site was divided by the relative quantitative value of the corresponding protein at the modification site to eliminate the influence of protein expression on the modification expression (Supplementary Table 3). Principal component analysis of the relative quantitative values of the samples showed a high degree of repeatability of the samples within the group (Figure 1A). We identified 915 acetyl sites on 219 proteins (Figure 1B, Supplementary Figure S1). The six proteins with the most acetyl sites were Ttn (170 sites), Myh4 (100 sites), Myh1 (26 sites), Ckm (19 sites), Mybpc2 (16 sites), and Tpm (14 sites). In addition, 149 proteins at 667 lactylation sites were quantified, and their distribution in each sub-cell was predicted (Supplementary Figure S1), with the most prominent locations being the cytoplasm, mitochondria, and nucleus (Figure 1C). The motif-X-based MoMo assay tool was used to understand the lactylation modification preferences of peptide sequences consisting of 10 amino acids—that is, −10 to +10 for all identified Kla sites. Based on the analysis results, the amino acid sequences around the lactylation sites were displayed in the heatmaps to determine the flanking sequence of the Kla site (Figure 1D). Finally, a conserved amino acid sequence was extracted and displayed in the WebLogo consensus map (Figure 1D left). The results showed that some amino acid residues around the Kla site were significantly enriched. Residues K were enriched at +6 to +9 and −8 to −6 (Figure 1D right).

**FIGURE 1:**
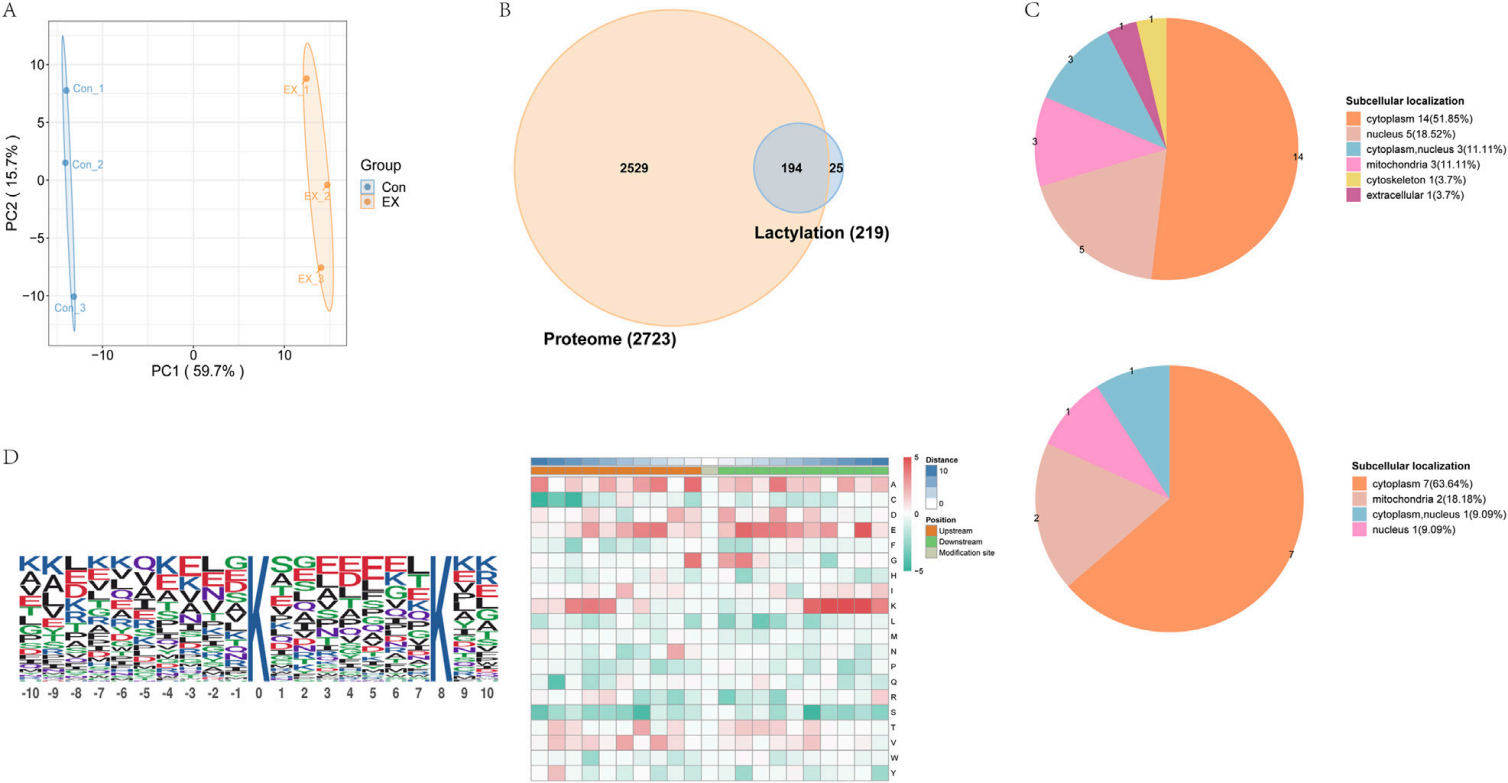
Identification of the lactylation landscape in mouse muscle tissue. **(A)** Principal component analysis of lactylation data to distinguish between EX and Con. **(B)** Venn diagram comparing lactylation group and proteome identification . **(C)** Number of differentially lactylated proteins (top-down sites and bottom-up sites) in different subcellular structural species. **(D)** WebLogo consensus map (left) and motifs of modification sites analyzed by MoMo (right).

### 3.2 Functional enrichment of differential lactylation-related proteins

According to the differential screening criteria of proteins and lactylation modification sites, FC > 1.5 or FC < 1/1.5 significantly up- and downregulated differential proteins and differential modification sites were screened. The results showed a total of 78 differential proteins and 159 differential modification sites, including 30 upregulated proteins, 53 upregulated lactylation sites, 48 downregulated proteins, and 106 downregulated lactylation sites (Figure 2A). The nine-quadrant diagrams showed the lactylation modification site and protein changes in the comparison between the two groups (Figure 2B). The results showed that the lactylation modification level was higher than the protein expression level in quadrants 1, 2, and 4. Quadrants 3 and 7 indicated that lactylation modification was consistent with the regulation of protein expression levels. Quadrants 6, 8, and 9 indicated that the modification level was lower than the protein expression level. Among them, quadrants 1, 3, 7, and 9 had significant regulatory characteristics, and a total of 13 differential proteins and 21 differentially modified sites were significantly correlated and regulated. Functional enrichment analysis of the proteins showed that Fabp4, Vim, and Hnrnpa1 (upregulated proteins at the one-quadrant modification sites were downregulated) were involved in the regulation of the RNA metabolic process, macromolecule biosynthetic process, cellular protein metabolic process, protein metabolism process, cellular biosynthetic process, and gene expression regulation and other biological processes (Figure 2C). Fabp4, Vim, and Hnrnpa1 were found to be cellular components of nuclear cells and to have an RNA-binding molecular function (Figures 2D, E). Tpm1 and Myh1 (the three quadrant upregulated sites corresponding to upregulated proteins) were found to be involved in regulating biological processes such as cardiac muscle contraction and blood circulation (Figure 2C). Tpm1 and Myh1 were found to be the cellular components of the actin filament bundle, stress fiber, and actomyosin (Figure 2D). At the same time, Tpm1 and Myh1 were shown to have molecular functions of protein heterodimerization activity (Figure 2E). Mtatp8, Atp5mg, and Atp5po (nine-quadrant sites were downregulated and the protein was upregulated) were shown to participate in ion transmembrane transport. Mtatp8 and Atp5po were also found to be involved in biological processes such as mitochondrial membrane organization and mitochondrial transmembrane transport (Figure 2C). Mtatp8, Atp5mg, and Atp5po were shown to be cellular components of the proton-transporting ATP synthase complex, the proton-transporting two-sector ATPase complex, the mitochondrial membrane protein complex, and the mitochondrial protein-containing complex and found to be involved in the molecular function of transmembrane transporter activity (Figures 2D, E). Atp5mg, Atp5po, and Myh1 were found to have molecular functions of ATP hydrolysis activity, pyrophosphatase activity, hydrolase activity, and nucleoside-triphosphatase activity. Mtatp8, Atp5mg, and Atp5po are involved in oxidative phosphorylation and thermogenesis pathways (Figure 2F).

**FIGURE 2:**
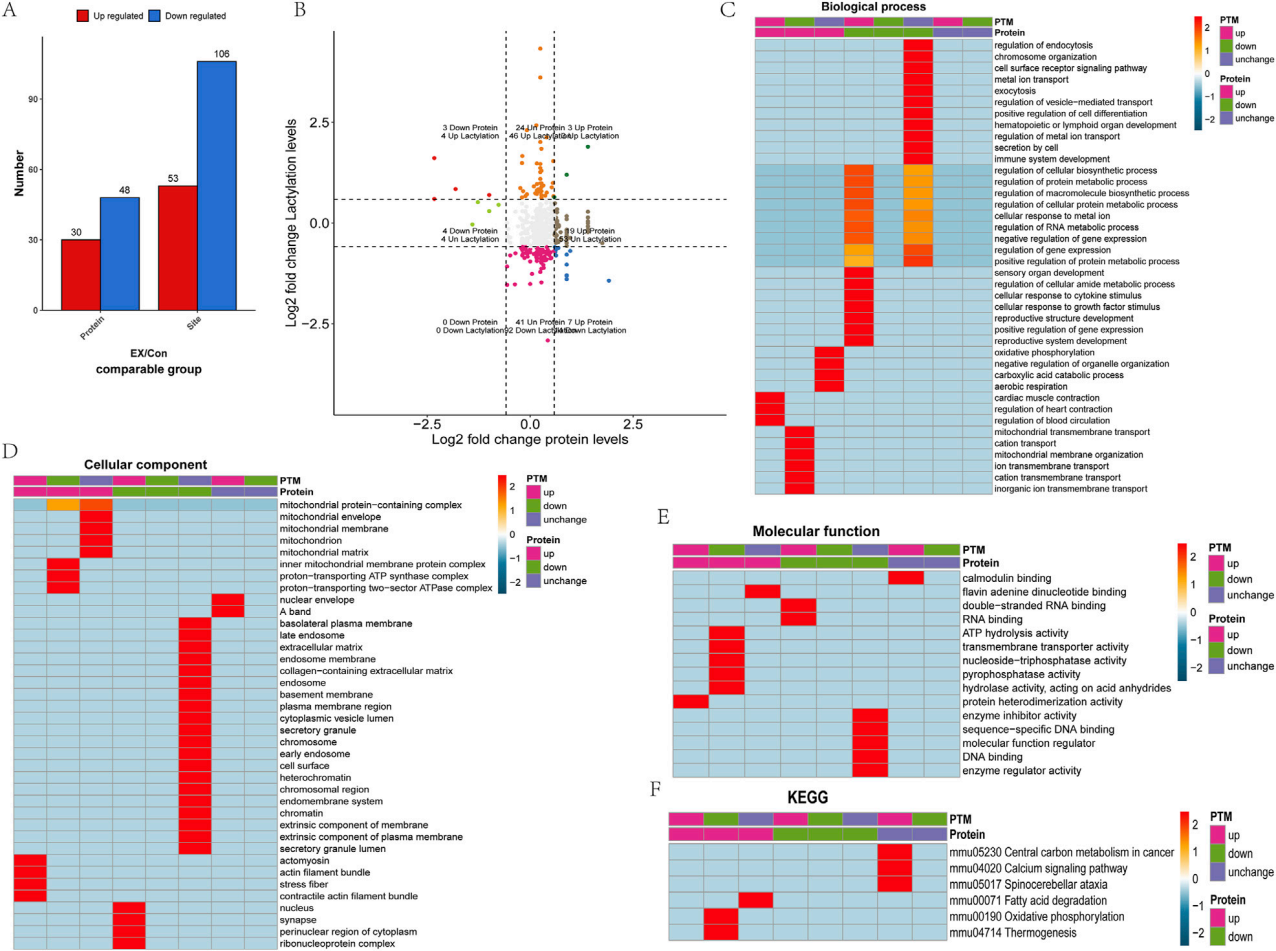
Functional enrichment of differential lactylation-related proteins. **(A)** Statistical analysis of differentially lactylated sites and proteins. **(B)** Comparison of differentially expressed proteins between the lactylation group and the proteome analyzed in the nine quadrant diagram analysis. **(C)** Functional analysis of the biological processes of different lactylation proteins. **(D)** Functional analysis of the cellular component of different lactylation proteins. **(E)** Functional analysis of the molecular function of different lactylation proteins. **(F)** KEGG analysis of the pathway of different lactylation proteins.

### 3.3 Effects of moderate-intensity exercise on gene transcriptional levels in muscle tissue

According to the screening conditions of gene differences, p value < 0.05 after verification and Log2 FC > 0 or Log2 FC < 0 were significant differentially identified genes, and a total of 497 significantly downregulated genes and 594 significantly upregulated genes were identified (Figure 3A). 

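RNA from hind leg muscle of control (Con) mice and exercise (EX) mice was sequenced in 3 libraries per group. Each library was taken as that of 1 mouse. The EX mice had trained for 60 min a day on 5 days a week for 6 weeks and were killed 24 h after the last session. The authors filtered the reads, matched them to the GRCm39 assembly with HISAT and deposited an estimated read count, an FPKM and a TPM value for each gene and library. The table lists 16759 genes by symbol and Entrez gene number, and it gives no positions. Counts on genes totalled 13845362, 15465577 and 15585048 in Con replicates 1 to 3, with a median of 15465577. In EX replicates 1 to 3, they totalled 16107254, 16240431 and 16080487, with a median of 16107254. The counts are estimates, and between 4.18% and 4.44% of the values in a library were not whole. They were rounded to whole numbers, scaled by TMM normalization and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 10883 genes with a mean of at least 1 FPKM over the 6 libraries, and levels are given as CPM, the counts scaled by TMM to a common library size. A count of 0 in a library allows up to 3 counts, which is between 0.185 and 0.217 CPM, and this limit covers counting error only.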

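An adjusted p-value under 0.05 was reached by 1949 genes, of which 991 were higher and 958 were lower in EX muscle than in Con muscle. The EX and Con values did not overlap for 1883 of these genes, or 96.6%. Among all genes tested the groups did not overlap for 33.7%, where chance alone gives 10% with 3 mice against 3. The median size of the change among the differential genes was 0.25 on the log2 scale. The common biological coefficient of variation between libraries of one group was 0.0328 in this fit. It was taken as the spread between mice, but libraries made from shared RNA or tissue could not be excluded. Leaving out EX replicate 3 gave the lowest count among the fits that left out 1 library, with 1344 genes, of which 1298 were also among the 1949. The alternative that moved the total most was limma on log2(FPKM + 0.1) without a filter, with 1143 genes, of which 365 were higher and 778 lower in EX.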

The heat map showed that the top ten differential genes were significantly upregulated and downregulated (Figure 3B). 

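All 20 genes of Fig. 3B changed in the direction the heat map shows, with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Myh7 (gene 140781) rose from 1.00 ± 0.163 (SD, n = 3) CPM in Con to 102.2 ± 7.38 in EX, a log2 fold change of 6.65 (standard error 0.11, adjusted p = 2.3e-26). Its counts were 13, 14 and 19 in the Con libraries. Tnni1 (21952) and Tnnc1 (21924) followed with log2 fold changes of 4.84 each, Tnnt1 (21955) with 4.26 and Myl2 (17906) with 3.48. The EX/Con ratios of the paper's protein values in Supplementary Table 3 were 1.23 for Myh7, 1.34 for Tnnt1 and 1.03 for Myl2. For Myl2 the protein values of the groups overlapped. Actc1 (11464), already at 510.7 ± 31.8 CPM in Con, reached 1603 ± 50.0 in EX. For Ccl21a (18829) the log2 fold change was 1.84, but its counts were not whole in any library. Reads shared with near-identical copies may be the reason, which was not tested. Retn (57264), a gene of fat cells, rose by 1.55 and Slc25a25 (227731) by 1.48. Svs4 (20941), a gene of the seminal vesicle, had no count in any Con library and 4, 6 and 6 counts in EX, at least 1.71-fold higher than the limit that a count of 0 allows. Among the decreases, Spp1 (20750) fell by 1.77, BC048679 (210321) by 1.47 and Slc15a2 (57738) by 1.27 on the log2 scale. Cish (12700) fell from 165.3 ± 2.67 to 79.1 ± 2.46 CPM. Ibsp (15891), Clec3a (403395) and Xlr4a (434794) had 0 to 3 counts in each EX library and were at least 10.1-fold, 13.78-fold and 6.20-fold lower than in Con. Serpina1c (20702), a gene of the liver, and Xlr3b (574437) fell by 1.03 and 1.20, each with counts that were not whole. Tnfrsf12a (27279) fell by 0.91. The levels of Svs4, Ibsp, Clec3a and Xlr4a lay under the filter and were taken from the fit without a filter. For each of these genes the 3 EX values lay outside the range of the 3 Con values (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). Ranked by log2 fold change, 6 of the 10 largest increases and 5 of the 10 largest decreases were genes of Fig. 3B. With limma on log2(FPKM + 1) these numbers were 9 and 7, and without EX replicate 3 they were 6 and 3. The increases outside Fig. 3B were H3c15 and Ccl21c, Gm13304 and Gm21541, whose counts are identical to one another. Without Con replicate 3, H3c15 was the largest increase, at 7.62 (standard error 1.52). It was not among the 10 largest without Con replicate 2, EX replicate 1 or EX replicate 2. The decreases outside it were H3c14 (-1.47), Cyp3a11 (-1.34), Pzp (-1.25), Myl10 (-1.24) and Xlr3a (-1.06). H3c14 had no count in EX replicate 1, its change was -0.89 without that library and -2.77 without EX replicate 3, and its adjusted p was 0.70 with DESeq2, while that of Xlr3a was 0.085.

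**Figure D1:**
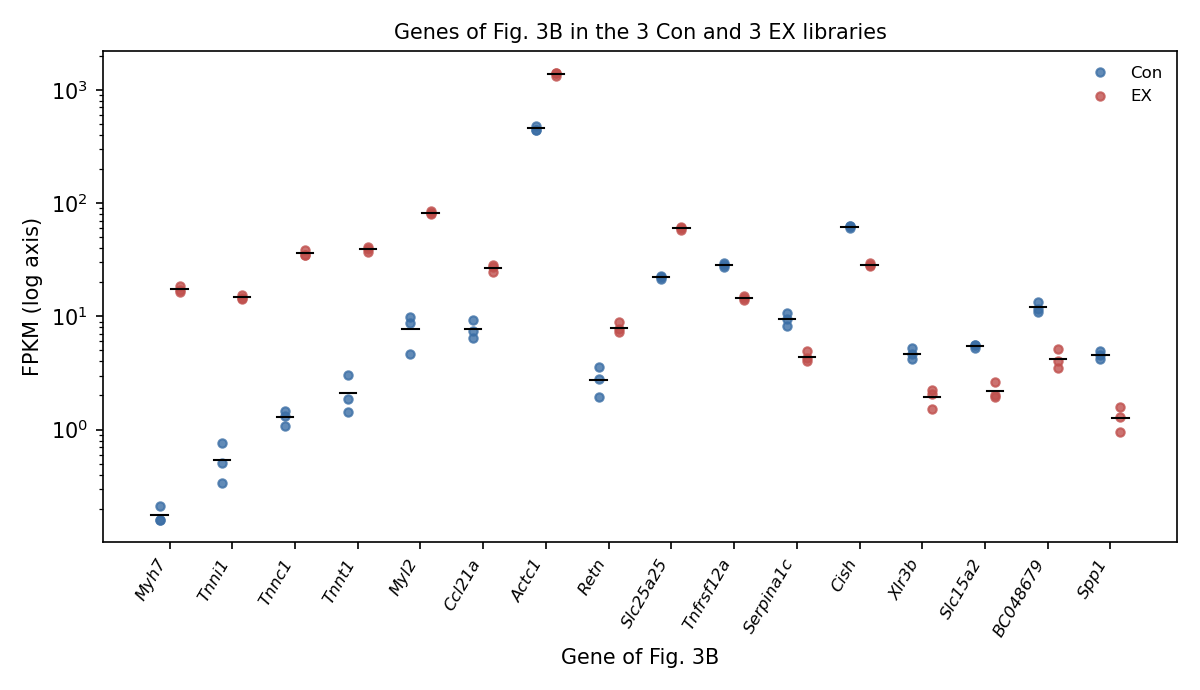
FPKM on a log axis for the 16 genes of Fig. 3B above the filter, with 1 point per library, 3 Con and 3 EX libraries per gene, and a line at each group mean. The points of the 2 groups do not overlap for any of these genes.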

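Gene families were compared by the median log2 fold change of their members relative to all genes tested and by limma's camera test on the edgeR values, with adjustment over 21 lists. Of 31 enzymes and carriers of fatty acid metabolism, 22 were lower and 9 higher in EX, with a median of -0.05 (adjusted p = 0.415). Adjusted over all genes tested, 6 of them were higher and 8 lower, and adjusted over the list alone, 7 and 11, while limma on FPKM gave 5 higher and 11 lower and limma on TPM 5 and 17, adjusted over all genes. Scd1 rose by 0.86 and Lpl fell by 0.40 on the log2 scale. The family's median ranged from -0.08 to -0.05 over the alternatives. For cell adhesion, 24 of 43 collagens, laminins and integrins were higher in EX, with a median of 0.12 (adjusted p = 0.022). Their direction flipped to -0.01 with the stricter filter of a mean of 5 FPKM, and the median was 0.03 without EX replicate 3. Adjusted over all genes, 16 members were higher and 6 lower, and adjusted over the list alone, 17 and 9. With limma on TPM, 7 members were higher and 11 lower, adjusted over all genes. The median of all genes was -0.09 in that fit, and the family's median relative to it was 0.14.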

The differential genes were involved in biological processes such as the lipid metabolic process, cell adhesion, transcription regulation, and protein phosphorylation. 

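The nuclear-encoded subunits of the respiratory chain and ATP synthase were taken as a family of the mitochondrion. Of 84 subunits, 60 were higher and 24 lower in EX, but with limma on log2(FPKM + 0.1) 35 were higher and 49 lower, and with limma on TPM 19 and 65. In these fits 3 and 10 subunits were past the threshold, all of them lower. The median of all genes was also lower there, at -0.06 and -0.09. Relative to it, the subunits' median was 0.041 in both (adjusted p = 0.243 and 0.617 with camera). Relative to all genes the median was 0.05 in edgeR (adjusted p = 7.7e-03 with camera). Adjusted over all genes, 14 subunits were higher and 1 lower in edgeR, and the same numbers were reached when adjusted over the list alone. The difference was no longer past the threshold with the fry test (adjusted p = 0.106), without Con replicate 3 (median 0.04, adjusted p = 0.10) or without EX replicate 3 (median 0.03, adjusted p = 0.051). Over all alternatives the adjusted p ranged from 7.1e-04 to 0.626.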

Meanwhile, these differential genes were the cellular components of the cytoskeleton, nucleus, mitochondrion, Golgi apparatus, and endoplasmic reticulum, and they had the molecular functions of actin binding, ATP binding, metal ion binding, and protein binding (Figure 3C). However, the differential genes were mainly involved in metabolic pathways, PI3K-Akt signaling pathway, focal adhesion, and motor proteins (Figure 3D). 

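Myosins, actins, tropomyosins, troponins, kinesins, dyneins and tubulins were taken as the family of motor proteins. Of 92 members, 53 were higher and 39 lower in EX, but with limma on log2(FPKM + 0.1) 42 were higher and 50 lower, and with limma on TPM 37 and 55. The median of all genes was -0.06 and -0.09 in these limma fits. Relative to all genes, the family's median was 0.043 in both (adjusted p = 2.7e-03 and 1.7e-03 with camera). In edgeR the members had a median of 0.04 (adjusted p = 8.0e-03 with camera and 6.2e-04 with fry). Adjusted over all genes, 28 members were higher and 14 lower, from Myh7 at the top to Myl10 at the bottom. Adjusted over the list alone, these numbers were 29 and 16. The alternative that moved the call was camera with the correlation estimated from the data (adjusted p = 0.253), and over all alternatives the adjusted p ranged from 1.8e-05 to 0.253. Among sarcomere genes, 13 of slow fibres had a median of 1.13 (adjusted p = 2.5e-09), with 11 higher, and Myoz2 and Pln lower. The 15 sarcomere genes of fast fibres had a median of 0.16 (adjusted p = 5.7e-04), with 13 higher and Myh2 lower by 0.75.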

The above results showed that the impact of moderate-intensity exercise on muscle tissue was mainly concentrated on energy metabolism, material transport, and other functions.

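From the annotation of the differential genes, the paper concludes that the exercise acted mainly on energy metabolism and transport. Of the 21 gene lists tested on these libraries, 15 were past the threshold with camera, 14 of them also with fry and 4 also with an estimated correlation. The GO and KEGG annotation that the paper used was not used here.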

**FIGURE 3:**
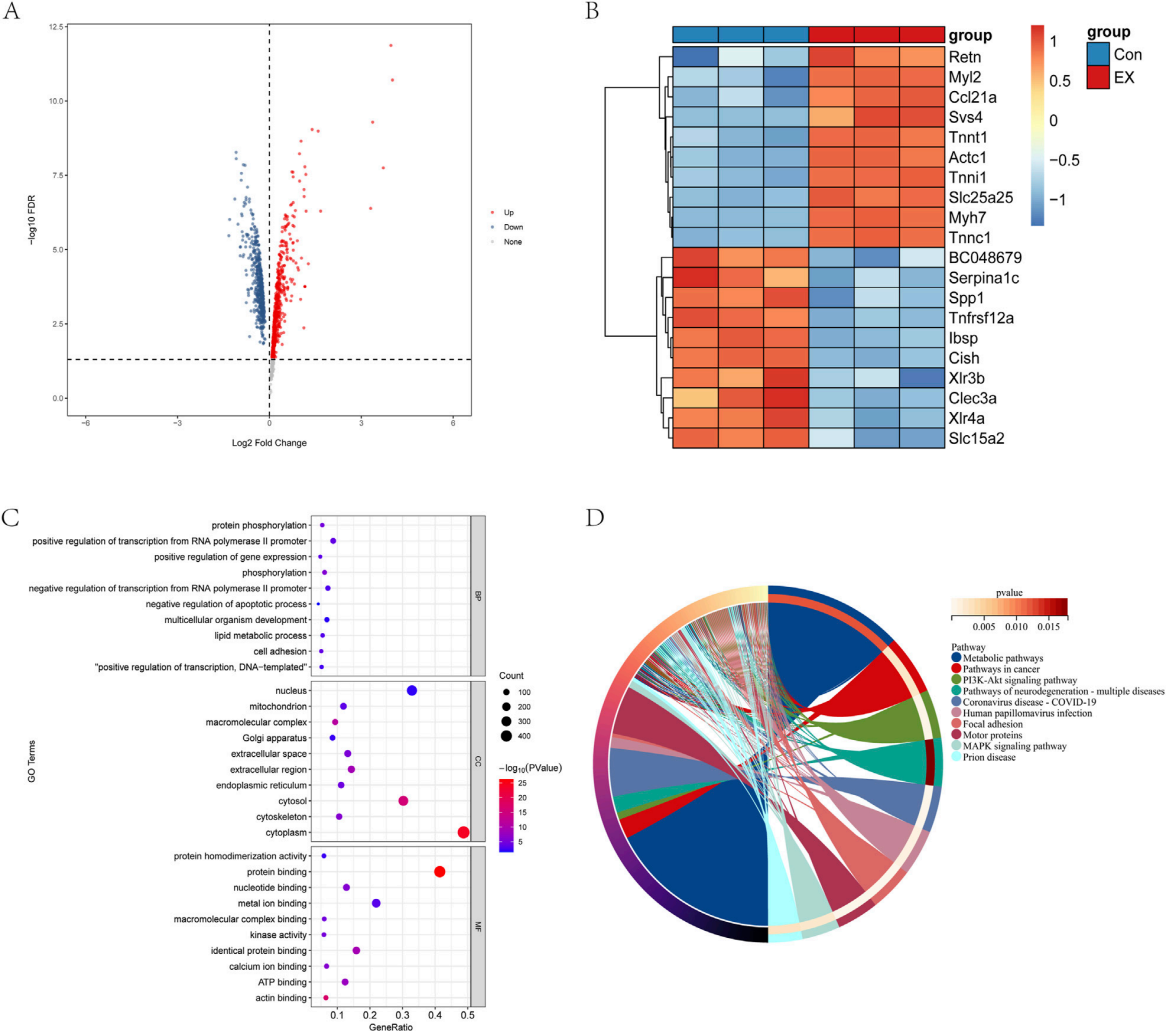
Effects of moderate-intensity exercise on gene transcriptional levels in muscle tissue. **(A)** Differential gene volcano map. **(B)** Heat map analysis of the top-10 significantly upregulated and top-10 significantly downregulated genes. **(C)** GO analysis of differential gene. **(D)** KEGG analysis of differential genes.

### 3.4 Correlation analysis of combined transcriptional levels of protein lactylation modification

Transcriptomes and proteomes address the expression of genes at the transcriptional and translational levels, respectively. In order to determine whether factors regulated at the protein level overlap with those identified by transcriptional analysis, quantitative comparisons of transcriptomes and proteomes found 2,575 genes quantified at both transcriptomic and proteomic levels (Supplementary Figure 2A). By comparing the quantitative correlations between the two omics, we quickly understood the underlying regulatory relationship between proteins and transcripts. Since the amount of differentially expressed protein data is relatively small compared with the transcriptome, further FDR verification of the *p* value was not necessary. When the ratio >1.5 and the *p* value < 0.05, the expression of the upregulated protein was significantly different. When the ratio <1/1.5 and the *p* value < 0.05, the expression of downregulated protein was significantly different. The analysis resulted in 1,091 differentially expressed transcripts and 457 differentially expressed proteins, of which 594 were upregulated transcripts, 141 were upregulated proteins, 497 were downregulated transcripts, and 316 were downregulated proteins (Figure 4A). Among these, 49 proteins and transcripts had the same direction of action, of which 14 differentially expressed proteins and differentially expressed transcripts were significantly upregulated, and 35 differentially expressed proteins and differentially expressed transcripts were significantly downregulated (Figure 4B).

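Most of the differential transcripts changed by little. Of the genes higher in EX, 126 changed by at least 1.5 times, the ratio the paper uses for proteins, and 43 by at least 2 times. Of the genes lower in EX, 88 changed by at least 1.5 times and 14 by at least 2 times.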

**FIGURE 4:**
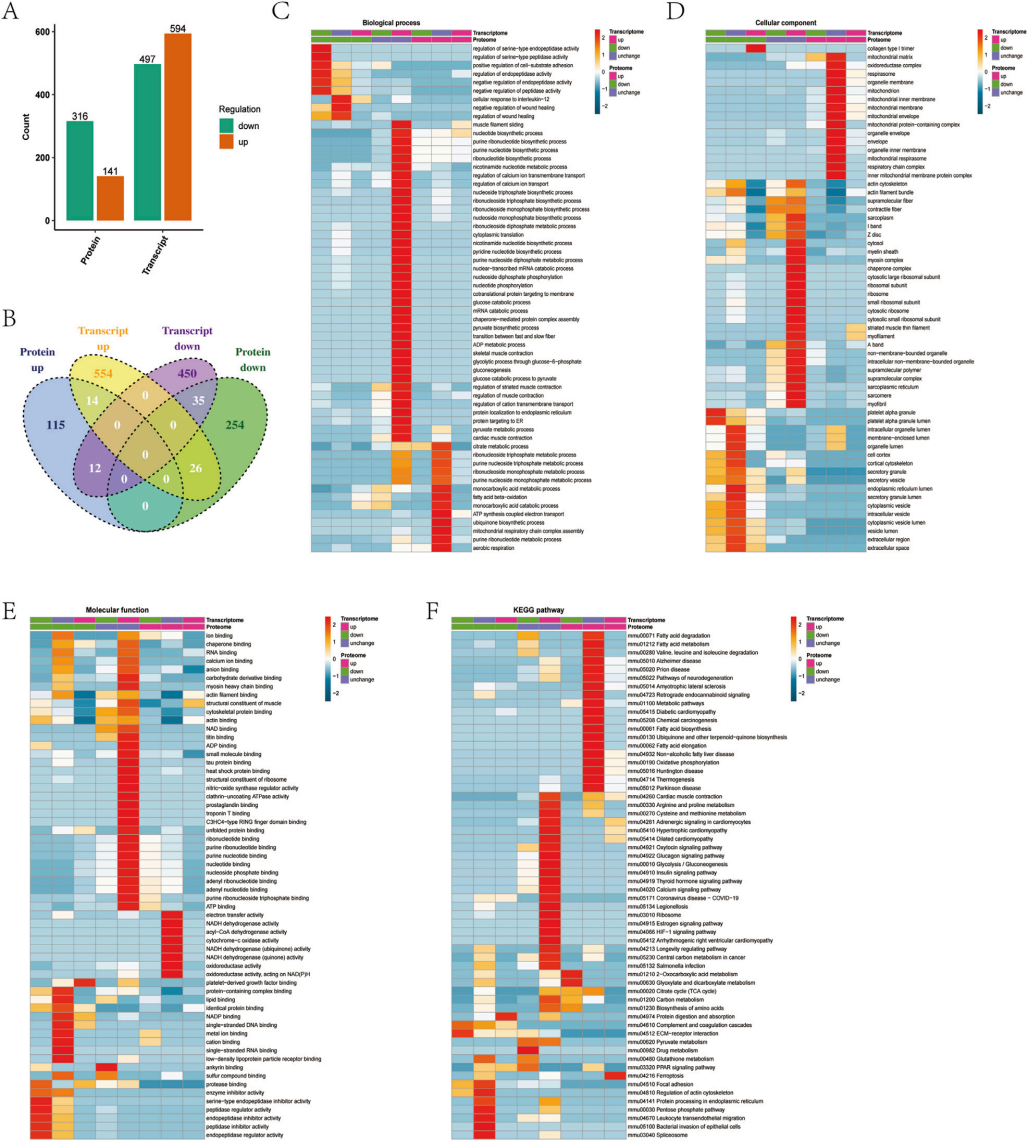
Correlation analysis of combined transcriptional levels of protein lactylation modification. **(A)** Statistical analysis of the difference of transcription and proteins. **(B)** Venn diagram for comparative analysis of differentially expressed proteins and transcription. **(C)** Functional analysis of the biological processes at both the transcriptional and protein levels. **(D)** Functional analysis of the cellular component at both the transcriptional and protein levels. **(E)** Functional analysis of the molecular function both at the transcriptional and protein levels. **(F)** KEGG analysis of the pathway at both the transcription and protein levels.

The upregulated genes and proteins Acsl3 and Pdhx were found to be involved in ribonucleotide biosynthetic and monocarboxylic acid metabolic processes, Tpm1 and Tpm3 were found to participate in biological processes such as muscle filament sliding, and Tpm1 and Mybph were found to participate in biological processes such as the regulation of muscle contraction (Figure 4C). 

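Acsl3 (gene 74205) rose from 69.1 ± 0.771 (SD, n = 3) CPM in Con to 90.9 ± 1.33 in EX, a log2 fold change of 0.40 (adjusted p = 1.3e-07, edgeR's quasi-likelihood test). Tpm3 (59069) rose by 0.58 on the log2 scale (adjusted p = 1.3e-09), from 43.4 ± 1.00 to 64.8 ± 2.06 CPM. Its FPKM rose more, from 23.3, 24.2 and 24.1 in Con to 48.6, 50.9 and 45.3 in EX. Over the alternatives its log2 fold change ranged from 0.55 to 1.07. Pdhx (27402) rose by 0.19 (standard error 0.05, adjusted p = 6.3e-03). With limma on log2(FPKM + 0.1) its log2 fold change was 0.14 (adjusted p = 0.169), and the adjusted p ranged from 3.4e-04 to 0.253 over the alternatives. Of the 34 genes above the filter that the paper names at the transcript level, 30 were past the threshold adjusted over all genes and 33 adjusted over the list alone. The paper picked these genes on the same libraries, so the second number is not independent evidence.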

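Cryab (gene 12955) rose from 365.1 ± 24.5 (SD, n = 3) to 451.4 ± 19.4 CPM, a log2 fold change of 0.31 (adjusted p = 5.2e-06, edgeR's quasi-likelihood test). Its lowest EX count was 6808 and its highest Con count 5791.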

Cryab, Tpm1, Tpm3, and Mybph were found to be the cellular components of muscle thin filament tropomyosin, actin cytoskeleton, and supramolecular, Pdhx and Ndufc2 were found to be the cellular components of oxidoreductase complex, and Acsl3 was found to be the cellular component of mitochondrial membrane (Figure 4D). Cryab, Tpm1, Tpm3, and Mybph were shown to have molecular functions of structural constituent of muscle, actin binding, cytoskeletal protein binding, and protein binding, and Acsl3 and Cryab were shown to have molecular functions of protein kinase binding (Figure 4E). KEGG analysis showed that Acsl3, Ndufc2, Shmt1, Pdhx, and Cycs participated in metabolic pathways, Tpm1 and Tpm3 participated in cardiac muscle contraction and adrenergic signaling in cardiomyocytes, and Ndufc2 and Cycs participated in oxidative damage phosphorylation (Figure 4F).

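Shmt1 (gene 20425) rose from 10.6 ± 0.373 (SD, n = 3) to 18.5 ± 1.18 CPM, a log2 fold change of 0.80 (adjusted p = 6.5e-08, edgeR's quasi-likelihood test). The change of Cycs (13063) was 0.18 (adjusted p = 8.3e-04), and with limma on log2(FPKM + 0.1) it was 0.12 (adjusted p = 0.104). Ndufc2 (68197) rose by 0.16 (adjusted p = 0.0109). Its adjusted p was 0.052 without Con replicate 2 and 0.077 without EX replicate 3, and it ranged from 2.4e-03 to 0.423 over the alternatives.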

Eight proteins related to lactylation modification—Aco2, Fabp, Hnrnpa1, Mpc2, Mybph, Myh1, Tpm1, and Vim—were quantified at the transcriptional level (Supplementary Figure 2B). Among these, Mybph and Tpm1 were consistent at both transcriptional and protein expression levels and were significantly upregulated in exercise muscle tissue. 

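Fabp in this list was taken as Fabp4 (gene 11770) of the paper's protein table, and its transcript changed by -0.09 on the log2 scale (adjusted p = 0.112, edgeR's quasi-likelihood test). That table also holds Fabp3, whose transcript changed by -0.33 (adjusted p = 8.8e-05). The change of Hnrnpa1 (15382) was 0.00 (adjusted p = 0.965), with a sign that differed between alternatives. The log2 fold change of Mpc2 (70456) was 0.12 (adjusted p = 0.043), but its adjusted p ranged from 0.035 to 0.740 over the alternatives and was 0.126 without Con replicate 1. That of Vim (22352) was also 0.12 (adjusted p = 0.055), with a range from 0.037 to 0.636. Without Con replicate 1 the adjusted p was 0.010 for Fabp4 and 0.037 for Vim. For 177 of the 219 lactylated proteins in Supplementary Table 3, the paper's protein values in both groups could be set against a transcript above the filter. Across these genes, which are not independent replicates, the log2 fold change of the transcript and the log2 EX/Con ratio of the protein had a Spearman correlation of -0.13 (permutation test over genes, two-sided, p = 0.089, adjusted over both correlations 0.179) and a Pearson correlation of 0.06 (permutation p = 0.400, adjusted 0.400). The Spearman correlation was -0.17 without Con replicate 1 (permutation p = 0.023). Of 83 transcripts past the threshold, 53 changed in the direction of the protein, and 52.5 did so on average when proteins were permuted (permutation p = 1). Of the 23 proteins with a ratio above 1.5, 7 had a transcript past the threshold that was higher, 2 had one that was lower and 14 had none. Of the 15 proteins with a ratio under 1/1.5, 1 had a lower transcript, 2 had a higher one and 12 had none.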

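Mybph (gene 53311) rose from 155.2 ± 11.3 (SD, n = 3) to 367.9 ± 5.94 CPM, a log2 fold change of 1.25 (adjusted p = 2.6e-18, edgeR's quasi-likelihood test). Tpm1 (22003) rose from 15709 ± 815 to 17982 ± 293 CPM, a log2 fold change of 0.19 (adjusted p = 1.1e-04). With limma on log2(FPKM + 0.1), the change of Tpm1 was 0.14 (adjusted p = 0.091), and over the alternatives its adjusted p ranged from 3.7e-06 to 0.324. The EX/Con ratios of the paper's protein values in Supplementary Table 3 were 1.52 for Mybph and 2.64 for Tpm1.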

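The transcript of Myh1 (gene 17879), whose counts were not whole in any library, fell from 5343 ± 21.7 (SD, n = 3) to 5029.6 ± 94.6 CPM, a log2 fold change of -0.09 (adjusted p = 0.047, edgeR's quasi-likelihood test). Without EX replicate 3 the adjusted p of Myh1 was 0.217, and with offsets for GC content and length, chosen after seeing the data, its change was -0.04 (adjusted p = 0.363). Its adjusted p ranged from 4.9e-03 to 0.363 over the alternatives.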

Aco2 and Myh1 were downregulated at the transcriptional level and upregulated at the protein level. The phenomenon of inconsistent protein and transcription was found in other studies. Among them, Aco2 found to participate in the citrate metabolic process, tricarboxylic acid metabolic process, and aerobic respiration, and Myh1 found to participate in biological processes such as the ribonucleotide metabolic process. Aco2 was found to be a cellular component of the mitochondrion and mitochondrial matrix, and Myh1 was found to be a cellular component of stress fiber. Myh1 was found to have ATP binding, Aco2 was found to have molecular functions such as nucleoside phosphate binding and ribonucleotide binding, and Aco2 was found to have molecular functions such as transition metal ion binding and metal ion binding (Figures 4C–E). KEGG analysis showed that Idh3g, Aco2, and Cps1 were involved in the biosynthesis of amino acids, 2-oxocarboxylic acid metabolism, and metabolic pathways (Figure 4F).

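Idh3g (gene 15929) fell from 301.2 ± 8.57 (SD, n = 3) to 275.8 ± 3.15 CPM, a log2 fold change of -0.13 (adjusted p = 0.0148, edgeR's quasi-likelihood test). Without EX replicate 1 its adjusted p was 0.057. Cps1 (227231) lay under the filter, with 60 to 75 counts in the Con libraries and 29 to 32 in the EX libraries, a log2 fold change of -1.18 (adjusted p = 1.5e-06 in the fit without a filter).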

### 3.5 Effects of moderate-intensity exercise on muscle tissue metabolite levels

Untargeted metabolomics analyzed the changes in metabolite levels in muscle tissue caused by moderate-intensity exercise. Orthogonal partial least squares discriminant analysis (OPLS-DA) analyzed the clustering of samples in the metabolomics data. The results showed that Con and EX muscle tissue samples were clearly separated at the level of the overall metabolome (Figure 5A). The VIP of the OPLS-DA model was analyzed from the obtained multivariate analysis, and differential metabolites were screened. The screening criteria were VIP ≥1.0, *p* value < 0.05, and FC > 1.5 as upregulated differential metabolites. FC < 1/1.5 was a significantly downregulated differential metabolite. The results showed that there were 48 differential metabolites in the positive ion mode, of which 17 were upregulated and 31 were downregulated (Figure 5B; Supplementary Figure 3A). These mainly included amino acids and their metabolites, organic acids, and carbohydrates and their metabolites (Supplementary Figure 3B). There were 17 differential metabolites in the negative ion model, of which 11 were upregulated and six were downregulated (Figure 5C; Supplementary Figure 3C), mainly including amino acids and their metabolites, organic acids, and carbohydrates and their metabolites (Supplementary Figure 3D). KEGG pathway enrichment analyzed for differential metabolites, showed that the pathways enriched for positive ions included the sphingolipid metabolism and sphingolipid signaling pathway involved in sphingosine, Cysteine and methionine metabolism pathways are involved in L-cysteine-glutathione, and fatty acid metabolism and degradation pathways are involved in palmitoyl-L-carnitine (Figure 5D). The top 20 pathways enriched for negative ions include African trypanosomiasis, serotonergic synapse, axon regeneration, indole alkaloid biosynthesis, staurosporine biosynthesis, tryptophan metabolism, glycine, serine and threonine metabolism pathways regulated by L-tryptophan, cholesterol metabolism pathway involved in Taurocholic, biosynthesis of cofactors pathway involved in pantothenic acid and L-tryptophan (Figure 5E).

**FIGURE 5:**
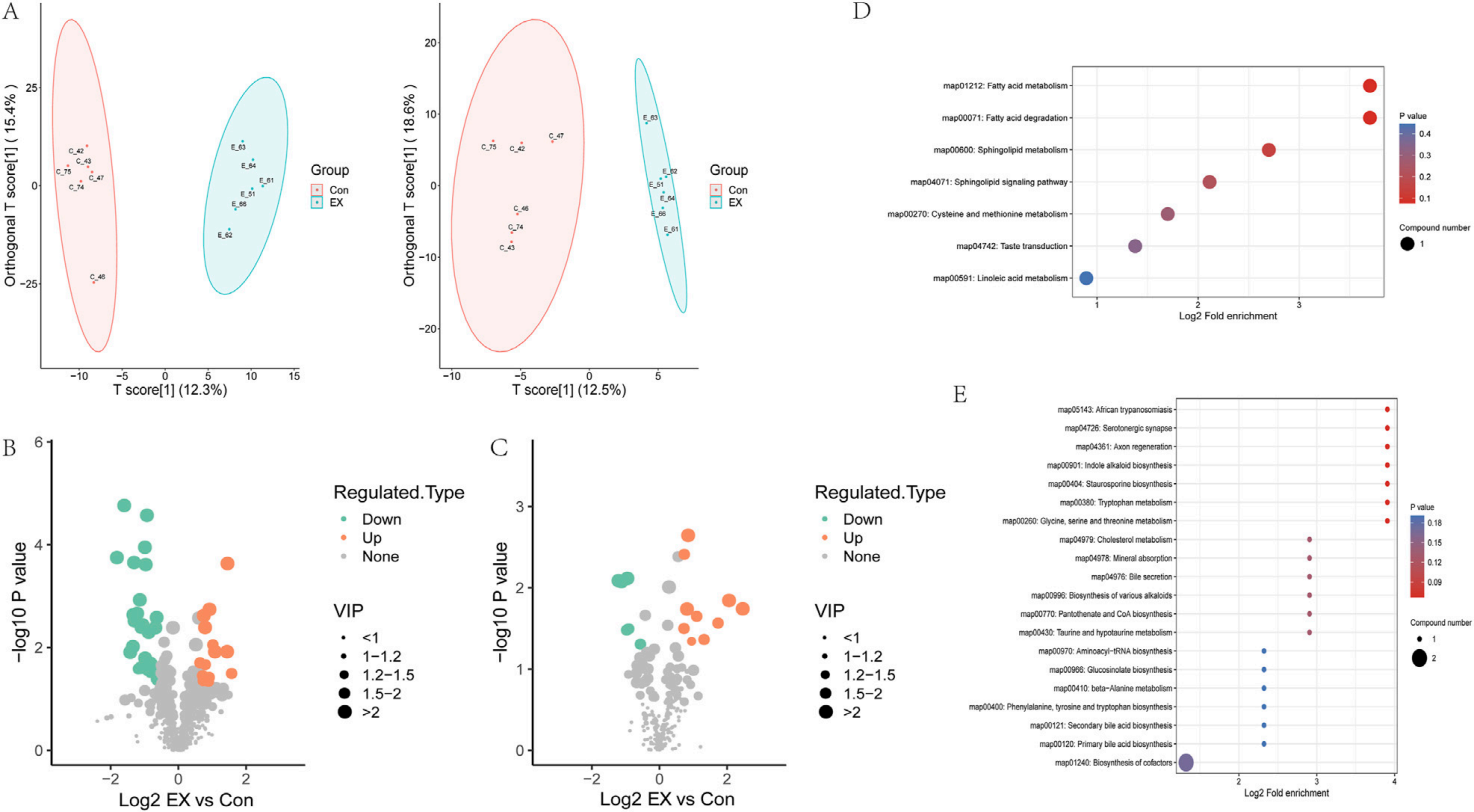
Effects of moderate-intensity exercise on metabolite levels in muscle tissue. **(A)** OPLS-DA analysis of the clustering of samples in the metabolomics data (left, positive ion; right, negative ion). The horizontal coordinate represents the prediction component score (T), and the horizontal coordinate direction can show the difference between groups. The ordinate represents the score value of the orthogonal component (To), and the ordinate direction can show the difference within the group. Percentages represent how well the components explain the dataset. **(B)** Volcano map of differential metabolites in the positive ion. **(C)** Volcano map of differential metabolites in the negative ion. **(D)** KEGG analysis of differential metabolite pathways in the positive ion. **(E)** KEGG analysis of differential metabolic pathways in the negative ion.

### 3.6 Correlation analysis between lactated modified proteins and differential metabolites

In order to study the potential relationship between differential proteins and metabolites in the pathway, we screened the common pathways regulated at the protein and metabolite levels. The results showed that 12 common pathways were regulated at the protein and negative metabolite level, with purple representing the number of differential proteins in this pathway and red representing the number of differential metabolites. The differential metabolites L-tryptophan, taurocholic acid, and pantothenic acid were the main related metabolites. The differential proteins Idh3g, Aco2, Idh1 and Aco1 and the differential metabolite l-tryptophan were found to participate in the regulation of the 2-oxocarboxylic acid metabolism pathway (Figure 6A). Spearman’s analysis of the correlation between differential metabolites and differential proteins showed that L-tryptophan had a significant negative correlation with Idh3g, Aco2, Idh1, and Aco1 (Figure 6B). It was also found that other lactylation-modified proteins had a significant correlation with L-tryptophan, taurocholic acid, and pantothenic acid. Tpm1, Myh1, Gatd3, Atp5mg, and Atp5po had a significant positive correlation with L-tryptophan and taurocholic acid, while Hnrnpa1, Fabp4, and Vim had a significant negative correlation with L-tryptophan and taurocholic acid. Interestingly, we found that Tpm1 and pantothenic acid showed a strong positive correlation coefficient of 1. However, Vim and pantothenic acid showed a strong negative correlation coefficient of −1 (Supplementary Table 4). At the same time, there were four pathways regulated in positive metabolism and protein, and metabolites of sphinganine, L-cysteine-glutathione disulfide, and palmitoyl-L-carnitine were involved in the regulation of the four common pathways. Among these, the acetyl-CoA-related proteins Acsl6, Acat2, Acaa2, Gcdh, Acadvl and Echs1, and palmitoyl-L-carnitine jointly participated in the regulation of the fatty acid degradation metabolic pathway. Gnai2 and kng1 jointly participated in the sphingolipid signaling pathway with sphinganine (Figure 6C). Gnai and kng1 showed a significant negative correlation with sphinganine, while Acaa2, Gcdh, and Acadvl showed a significant positive correlation with sphinganine and a weak negative correlation with palmitoyl-L-carnitine (Figure 6D). Meanwhile, lactylation-modified proteins were significantly correlated with sphinganine, and L-cysteine-glutathione disulfide and palmitoyl-L-carnitine were correlated. Tpm1, Aco2, Mybpn, Myh1, Gatd3, Atp5mg, and Atp5po were significantly positively correlated with sphinganine, while Gatd3, Tpm1, and Atp5po were significantly negatively correlated with palmitoyl-L-carnitine. Fabp4 and Vim were significantly negatively correlated with sphinganine, while Vim was significantly positively correlated with palmitoyl-L-carnitine (Supplementary Table 4).

**FIGURE 6:**
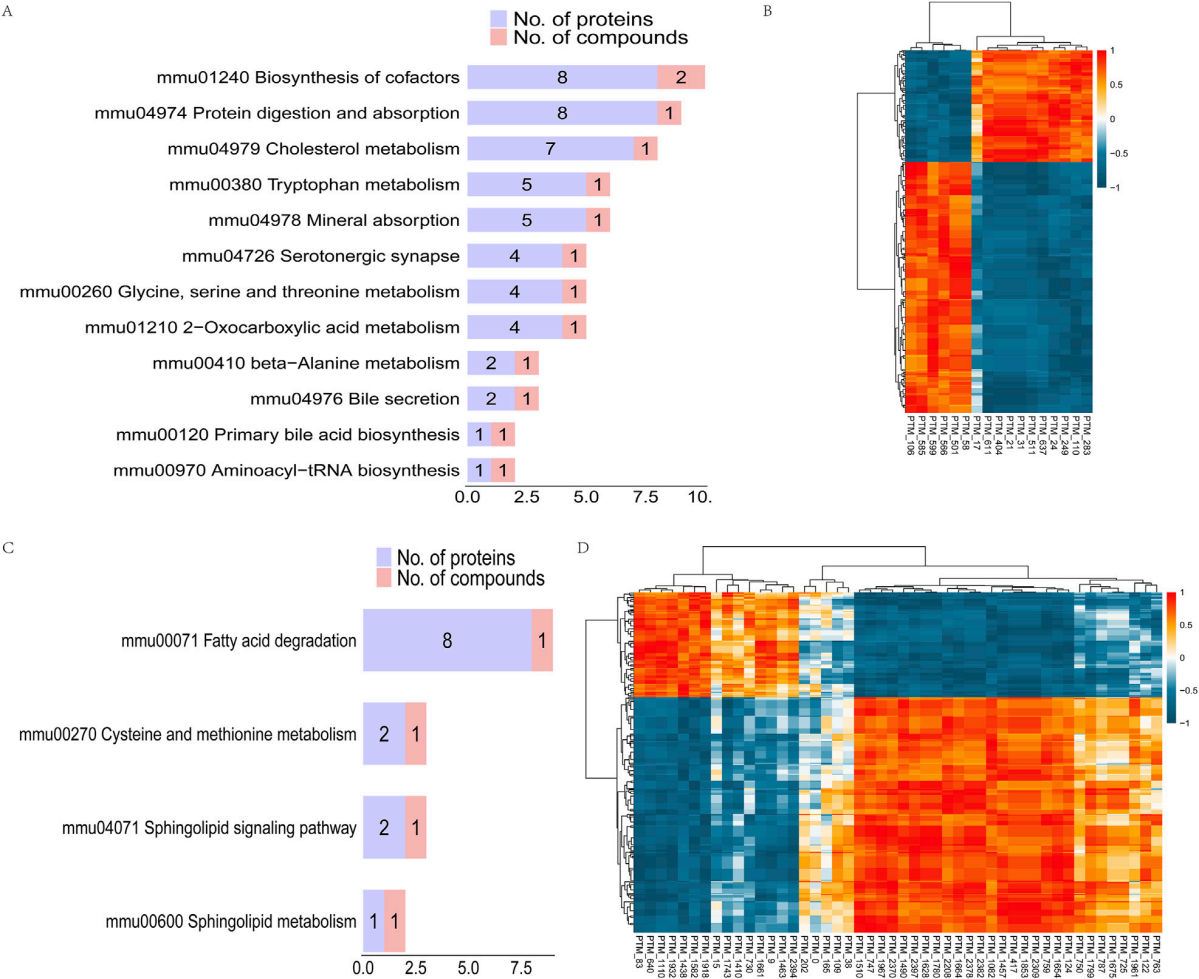
Correlation analysis between lactated modified proteins and differential metabolites. **(A)** KEGG pathway map: pathway in which both differential proteins and negative differential metabolites exist. **(B)** Heat maps of correlation coefficients of differentially expressed proteins and negative differentially expressed metabolites. Red indicates positive correlation and blue indicates negative correlation. The redder the color, the stronger the positive correlation; the bluer the color, the stronger the negative correlation. **(C)** KEGG pathway map in which both differential proteins and positive differential metabolites exist. **(D)** Heat maps of correlation coefficients of differentially expressed proteins and positive differentially expressed metabolites. Red indicates positive correlation and blue indicates negative correlation. The redder the color, the stronger the positive correlation; the bluer the color, the stronger the negative correlation.

### 3.7 Expression analysis of key genes and proteins related to lactylation in response to moderate-intensity exercise

We further validated the transcriptional and protein expression levels of Mtatp8, Atp5mg, and Atp5po due to their potential involvement in muscle tissue regulation during moderate-intensity exercise. RT-qPCR analysis showed that Mtatp8, Atp5mg, and Atp5po were significantly upregulated (Figures 7A–C). Western blot results further confirmed these transcriptional changes at the protein level (Figures 7D–G). These results highlight the importance of these molecules in exercise-induced lactylation modifications and the regulation of mitochondrial function.

**FIGURE 7:**
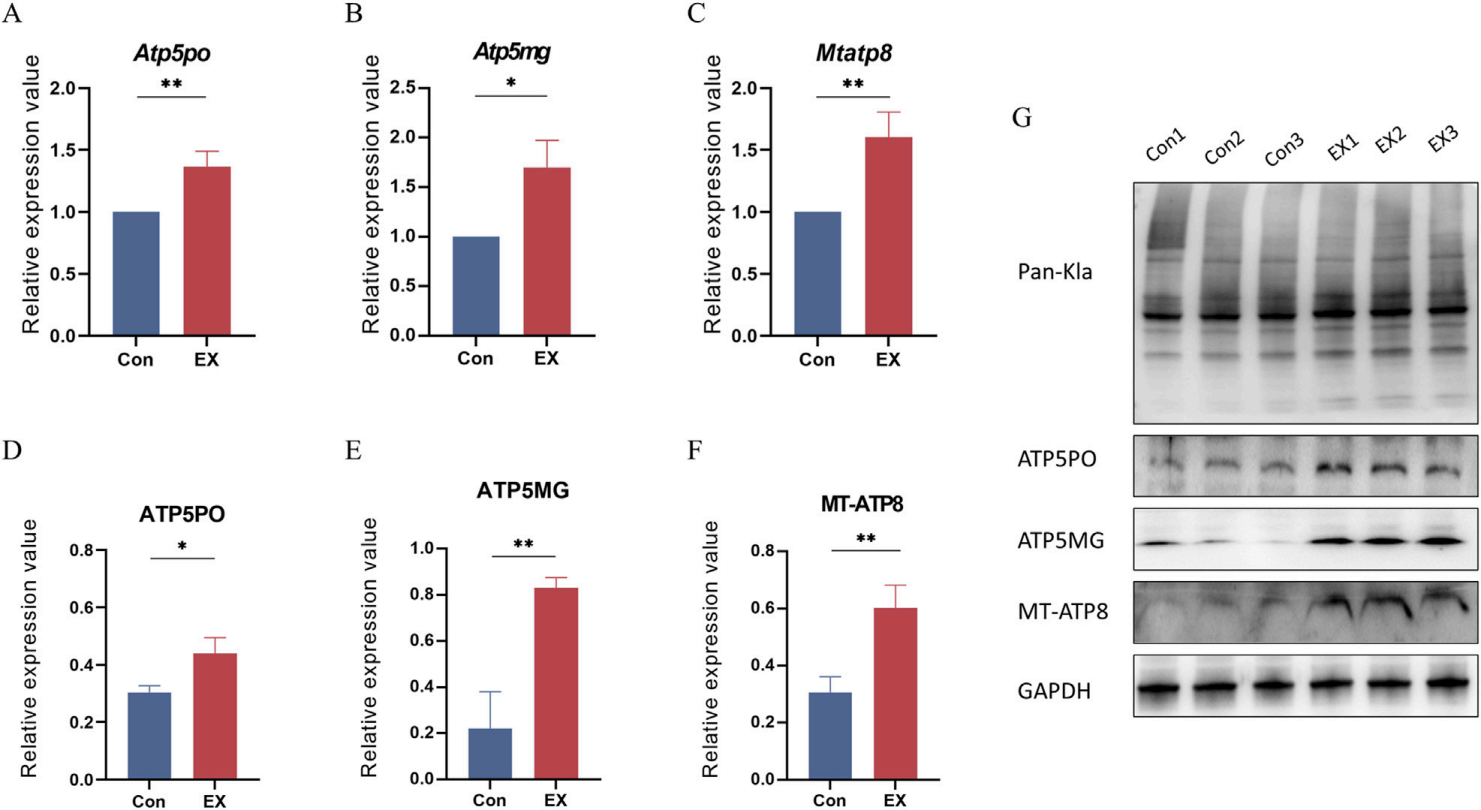
Gene and protein expression levels of Atp5po, Atp5mg, and Mtatp8. **(A–C)**: Relative abundance analysis of Atp5po, Atp5mg, and Mtapt8 mRNA in muscle tissues by RT-qPCR; values expressed as mean ± SEM, n = 3, *p < 0.05, **p < 0.01 for t-test analysis. **(D–F)**: Relative abundance analysis of ATP5PO, ATP5MG, and MT-ATP8 in muscle tissues by Western blot, values expressed as mean ± SEM, n = 3, *p < 0.05, **p < 0.01 for t-test analysis. **(G)**: Bands of Pan-Kla, ATP5PO, ATP5MG, MT-ATP8, and GAPDH proteins.

## 4 Discussion

Long-term regular physical activity is beneficial for maintaining and improving cardiovascular, musculoskeletal, and metabolic health while increasing total muscle mass, strength, and explosive power (Ding et al., 2020; Miko et al., 2020). Large amounts of lactic acid accumulate in muscle tissue during exercise, and studies have shown that lactic acid may serve as a metabolic regulator and participate in energy metabolism in muscle cells (Zhou et al., 2022). Lactate is an important carbon-containing metabolite of the cellular glycolysis pathway, and a simple cellular energy substance and metabolite. Zhang et al. (2019) first identified lactate-mediated protein post-translational modification type lactylation (Kla), which plays an important regulatory role in immune cell and cancer metabolism. Studies have shown that protein lactylation modification is an important way for lactate to function, and is involved in important life activities such as uterine remodeling, tumor proliferation, nervous system regulation, and metabolic regulation (Li et al., 2020; Hagihara et al., 2021; Yang et al., 2022). However, the effect of moderate-intensity exercise on overall lactylation in muscle tissue is unknown. We trained mice at moderate intensity and analyzed the changes in overall lactate levels in mouse muscle tissue, finding that 915 lactylation modification sites were identified in 219 quantified proteins, of which 159 lactylation sites in 78 proteins were differentially regulated by moderate-intensity exercise. These results suggest that exercise may be a major regulator of muscle protein lactylation.

We found that a large number of proteins affected by lactylation modification were mainly distributed in different subcellular compartments and not only in cytoplasmic regions. Studies have shown that protein lactylation could link cell metabolism with epigenetic regulation and participate in metabolic reprogramming, glycolytic metabolism, oxidative phosphorylation, and other metabolic pathways (Chen et al., 2022; Fan et al., 2023). Our enrichment analysis showed that the lactated proteins Tpm1 and Myh1 were mainly involved in biological processes such as cardiac muscle contraction and blood circulation, while Myh1, Atp5mg, and Atp5po exhibited ATP hydrolysis activity. Mtatp8, and Atp5po are involved in biological processes such as mitochondrial transmembrane transport and Mtatp8, Atp5mg and Atp5po participate in oxidative phosphorylation and thermogenesis pathways. Furthermore, qPCR and Western blot results also showed a significant increase in transcriptional and protein expression levels in the EX group. Our findings suggest that exercise may affect muscle contraction and circulatory function by altering the lactylation levels of proteins associated with mitochondrial metabolism.

Oxidative phosphorylation (OXPHOS) consumes oxygen to produce ATP. OXPHOS is upregulated in muscle cells to increase energy supply during exercise (Mao et al., 2024). This process of ATP production is to some extent achieved through the conversion of OXPHOS to lactic acid oxidation (Brooks, 2018). The specific mechanisms of oxygen consumption by OXPHOS and the hypoxic conditions produced by exercise have remained elusive (Glancy et al., 2015). A recent study found that lactate levels and mitochondrial oxygen levels are most sensitive to exercise. Muscle cells are sensitive to these two exercise-related indicators at the same time through lactylation and control the production of ATP to control the intensity of exercise and protect the body from excessive exercise injury. Lactylation inhibits the energy metabolism and the level of lactylation modification, which can effectively improve the exercise endurance of mice (Mao et al., 2024). Our results showed that the lactylation levels of Mtatp8, Atp5mg, and Atp5po proteins that are involved in the regulation of mitochondrial transmembrane transport and oxidative phosphorylation in EX are significantly reduced, but the protein levels of Mtatp8, Atp5mg, and Atp5po are significantly increased . Our study further clarified that the reduction of lactate levels induced by exercise is conducive to the regulation of the oxidative phosphorylation pathway and thereby more effectively controls ATP production.

We also explored the effects of moderate-intensity exercise on lactated proteins based on transcriptional and metabolic levels and found that eight lactated proteins (Aco2, Fabp, Hnrnpa1, Mpc2, Mybph, Myh1, Tpm1, and Vim) were quantified at the transcriptional level. Protein and transcriptional levels of Mybph and Tpm1 were significantly upregulated in exercising muscle tissue. Proteomics and metabolomics analysis revealed that Aco2 and differential metabolite L-tryptophan jointly control the 2-oxocarboxylic acid metabolic pathway. Some studies have indicated that tryptophan and its different metabolites have different regulatory effects on animal muscle growth, development, and physiological function (Anaya et al., 2020). Mitochondrial aconitase (Aco2), an enzyme containing iron-sulfur (FeS) clusters, catalyzes the interconversion of citric acid and isocitrate as part of the tricarboxylic acid cycle, producing NADH and FADH2, which drive ATP synthesis via OXPHOS (Chen et al., 2020). The level of Aco2 protein in muscle tissue increases significantly during exercise. The specific role of the oxocarboxylic acid metabolism pathway regulated by Aco2 protein during exercise in muscle tissue needs to be explored.

Our study also found that moderate-intensity exercise had a significant effect on the sphingolipid signaling pathway in muscle tissue. Sphinganine participated in the sphingolipid signaling pathway, which was significantly upregulated in muscle tissue from moderate-intensity training and had a strong positive correlation with Aco2. Sphingolipids accumulate in the skeletal muscle of aging mice, and the inhibition of sphingolipid synthesis prevents age-related decline in muscle mass while enhancing strength and exercise capacity. In the sphingolipid metabolic pathway, the accumulation of dihydroceramide was a key factor interfering with myofibrillar homeostasis (Laurila et al., 2022). The study showed that sphingolipid metabolism plays an important role in regulating the mechanism of muscle growth, differentiation, regeneration, and aging and represents a new strategy for preventing or treating muscle-related diseases (Tan-Chen et al., 2020). Moderate-intensity exercise also has a certain impact on lipid metabolism in muscle tissue, and its specific mechanism can be further explored in future research.

In summary, the results of this project based on transcriptomic, proteomic, lactylation proteomic, and metabolomic analysis have shown that moderate-intensity exercise has an effect on the lactylation level of mice, possibly by reducing the lactylation levels of Mtatp8, Atp5mg, and Atp5po. It also increases the expression of their protein levels, thereby regulating the oxidative phosphorylation pathway and participating in energy metabolism. It was also found that moderate-intensity exercise exerts certain effects on the 2-oxocarboxylic acid metabolism pathway and the sphingolipid signaling pathway in muscle tissue, the specific mechanism of which requires further study.

## Data Availability

The datasets presented in this study can be found in online repositories. Transcriptomics data have been deposited to the Gene Expression Omnibus database with the identifier GSE270280 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE270280). Proteomic data have been deposited to the ProteomeXchange Consortium database with the identifier PXD053276 (https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID= PXD053276). Metabolomics data have been deposited to the EMBL-EBI MetaboLights database with the identifier MTBLS10501 (https://www.ebi.ac.uk/metabolights/MTBLS10501). Further inquiries can be directed to the corresponding authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

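Hind leg muscle of Con and EX mice was analysed by RNA sequencing in 3 libraries per group, and all 6 libraries were used here. Each library was taken as that of 1 mouse. The authors extracted total RNA, sequenced 150 bp paired-end libraries on the DNBseq platform, filtered the reads and matched them to GRCm39 with HISAT. The paper's text names DESeq as the authors' differential test and does not name the tool that counted reads on genes. The authors deposited estimated counts, FPKM and TPM values for each gene and library in one table. The FPKM and TPM values are the authors' normalization of these estimated counts, and the counts themselves are not normalized. The 6 further columns of that table that hold group means were not used here. Replicates were not pooled in the deposited values.

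From the estimated counts, rounded to whole numbers, log2 fold changes and adjusted p-values were computed with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 after TMM normalization. Genes with a mean of at least 1 FPKM over the 6 libraries entered the test, which left 10883 of 16759 genes. Genes named by the paper that lay under this filter were taken from a fit without it. The threshold was an adjusted p-value under 0.05 with no limit on the fold change, as in the paper. The test planned before the data were examined was limma 3.58.1 on log2(FPKM + 0.1), because the labels named FPKM values only. Since the table also holds counts, that fit became an alternative. The fold changes of limma on FPKM are on the log2(FPKM + pseudocount) scale, which understates the change of low genes.

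The genes named in the text were set by a rule before the data were examined. They are every gene that the paper names at the transcript level, and the 10 largest increases and 10 largest decreases past the threshold whose EX values all lie above or below all Con values. Some items are withheld for evaluations, and their results are left out. Members of gene lists are named only as members, their CPM are from the fit without a filter unless the paper names the gene, and those singled out were chosen after their values were seen. The lists of marker genes and families were also written before the data were examined. Sets were compared with camera (preset correlation 0.01) on log2 CPM with a prior count of 2, against all genes tested, for lists with at least 3 members above the filter. Medians of lists are relative to the median of all genes tested. Single values of 3 mice against 3 were compared by exact permutation tests, whose smallest p is 0.1. Correlations across genes used 100000 permutations. Protein values are the paper's, from Supplementary Table 3, and a ratio was computed where each group had values.

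The alternatives set before the data were examined were the pseudocount (1), the filter (none, or a mean of 5 FPKM), the scaling (median ratios, TPM, or totals without the 20 most abundant genes), limma without trend or with a robust prior, a replicate block, each library left out in turn, fry, and camera with an estimated correlation. DESeq2 1.42.0 and offsets for GC content and length in edgeR were chosen after seeing the data. GC content and length came from an annotation of the earlier assembly GRCm38, matched by symbol for 99.3% of the genes tested, and no positions are given here. Mitochondrially encoded genes are not in the table, so the transcript of Mtatp8 was not analysed here.

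Total counts per library ranged from 13845362 to 16240431. The 20 most abundant genes took between 30.1% and 32.5% of the counts of a library. The tests were checked on counts simulated from the real means and library sizes for 10883 genes. In each of 5 runs, 200 genes were changed by known factors of at least 1.5. The share of changed genes recovered was 96.5% with edgeR, 94.8% with limma and 92.6% with DESeq2, and the share of calls that were false was 4.27%, 4.72% and 0.537%. Most differential genes changed by less than 1.5 times, so the share recovered does not hold for them. In simulated lists, the camera test called 0 of 200 unchanged lists. Genes were drawn independently of one another there, so this cannot show how camera behaves where the members of a list vary together. The labels and the paper give no batch of sequencing or library preparation.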

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

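The lists, and the alternatives such as the other filters and scalings, were set before the data were examined. The choice of lists to take up, and the further tests of explanations for them, came after the results were seen. Of the marker lists and gene families that the paper does not discuss, 6 were higher in EX than in Con with an adjusted p-value under 0.05 (camera, adjusted over 21 lists), and the traces of a further list lay above the level in Con. They were taken up because most of their members are genes that the paper does not discuss. Among the exceptions are Actc1, Retn and Svs4, shown in Fig. 3B, Fabp4, named in its text, and Myh3, Myh8, Rps20 and Hba-a1 (listed there as Hba), which are in its supplementary tables. Levels of list members in CPM are from the fit without a filter, except for Actc1.

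The 6 tested genes of embryonic and regenerating fibres had a median of 0.91 relative to all genes (adjusted p = 1.4e-05), with 5 higher and Pax7 lower by 0.08. Actc1, which is also in Fig. 3B, reached 1603 CPM in EX against 510.7 in Con, and Myog rose by 0.99. Of genes under the filter, Myh3 had 14, 15 and 16 counts in Con and 115, 121 and 128 in EX, and Mymk had 0 or 1 in Con and 18 to 24 in EX. Of the 10 genes, 2 had at least 20 CPM in Con. The 7 macrophage markers had a median of 0.90 (adjusted p = 2.5e-08) and all 7 were higher in EX, with Lyz2 at 18.2 CPM in Con and 32.7 in EX. None of these 10 listed genes reached 20 CPM in Con. The 10 tendon markers had a median of 0.52 (adjusted p = 5.5e-06), with 9 higher. Col1a2 rose from 174.0 to 266.4 and Thbs4 from 107.5 to 143.4 CPM, while Scx changed by 0.05 and Comp by 0.07 on the log2 scale. With the library depth made equal by thinning the reads, the medians were 0.90 for regenerating fibres, 0.87 for macrophages and 0.53 for tendon. With offsets for GC content and length they were 0.89, 0.86 and 0.53. Not centred on all genes, the medians were 0.89, 0.87 and 0.49 when scaled without the 20 most abundant genes, and 0.83, 0.80 and 0.42 with limma on TPM. Depth, GC content, length and the most abundant genes are therefore not the whole cause of these increases. A lower share of muscle fibre RNA in EX would raise the markers of every other cell type, but the endothelial list had a median of -0.17 (adjusted p = 1.4e-03) and 9 of its 10 members were lower. What stays open is a difference in the part of the hind leg that was sampled, and the training itself, which may have brought remodelling of fibres. Neither was tested, and both go with the groups.

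The 9 tested adipocyte markers had a median of 0.82 (adjusted p = 1.4e-03), with 7 higher and Lpl and Fabp4 lower by 0.40 and 0.09 on the log2 scale. With the filter of a mean of 5 FPKM the median was 0.16 (adjusted p = 0.105), with 6 members left. Plin4, Lpl and Fabp4 had at least 20 CPM in Con, so a small share of fat would not show in them. With thinned reads the median was 0.87, and with GC content and length offsets 0.83. Not centred on all genes, it was 0.80 when scaled without the 20 most abundant genes and 0.72 with limma on TPM. This argues against library depth, GC content and length, and the most abundant genes as the whole cause. The 9 listed genes under 20 CPM in Con were all higher in EX, with a median log2 fold change of 1.29. Among them, Adig changed by only 0.05 (adjusted p = 0.898, edgeR's quasi-likelihood test). More fat tissue in the EX pieces may be the source, and this would include the increase of Retn in Fig. 3B. The paper's protein value of Fabp4 went the other way, with an EX/Con ratio of 0.199. The paper states that intermuscular fat was removed. A change of fat cells within the muscle with training was not tested and stays open.

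The 83 cytosolic ribosomal protein genes had a median of 0.13 (adjusted p = 1.6e-10), with 78 higher. With thinned reads it was 0.13, and with GC content and length offsets 0.10, so depth, GC content and length are not the whole cause. With the correlation estimated from the data, the adjusted p was 0.172. The 6 erythroid markers had a median of 0.17 (adjusted p = 7.7e-03), all 6 higher, with Hbb-bs at 113.1 CPM in Con and 123.2 in EX. The median was 0.17 with thinned reads and 0.14 with GC content and length offsets. Not centred on all genes, the ribosomal and erythroid medians were 0.10 and 0.14 when scaled without the 20 most abundant genes, but 0.020 and 0.064 with limma on TPM. A change of scaling moves all genes alike, and the median of all genes was -0.09 on TPM. Relative to all genes, the 2 medians were 0.112 and 0.155 on TPM (adjusted p = 1.5e-08 and 5.0e-03, camera). Scaled without the 20 most abundant genes, they were 0.127 and 0.169 (adjusted p = 1.1e-10 and 5.8e-03). A change of scaling cancels in medians relative to all genes, so these values cannot test the most abundant genes as a cause. Without centring, the size of these 2 increases depends on the scaling, and this explanation stays open. The paper's protein values of Hba and Hbb-b1 went the other way, with EX/Con ratios of 0.714 and 0.780. Blood left after the perfusion was not tested and stays open, as does an effect of training.

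Of 10 genes of the seminal vesicle, 9 are in the table and none passed the filter. Together they had 8 counts in the 3 Con libraries and 64 in the 3 EX libraries, or 0.178 and 1.32 CPM. All 9 had more counts in EX than in Con. Svs4 is among the increases of Fig. 3B. RNA carried over from another tissue, during dissection or library preparation, is a candidate explanation, and it would raise most of these 9 genes rather than single ones, but it cannot be told apart from expression in muscle because the counts are too few. No biological explanation was tested.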

How the results depend on the processing

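The number of differential genes moved with the test and with the scaling. With median ratios, edgeR gave 1948 genes (954 lower in EX) and limma 1187 (513 lower), and limma on TPM gave 2024. Against 1949 genes (991 higher, 958 lower in EX), limma on log2(FPKM + 0.1) gave 411 higher, and so did its pseudocount of 1. With limma and median-ratio rescaling 674 were higher. In limma without trend the total was 1159 (305 higher), without a filter 1143 (365 higher) and with the stricter filter 1177 (337 higher). Limma gave 340 higher and 1684 lower genes on TPM, 443 higher when rescaled without the 20 most abundant genes, and 418 higher with a robust prior. DESeq2, chosen after seeing the data, gave 1174 (628 higher, 546 lower). The cause was not tested. Across the 6 fits that each left out 1 library, the total was 1344 to 1857, with 667 to 934 higher and 677 to 923 lower. The split of 50.8% higher and 49.2% lower became 37.7% and 62.3% in edgeR scaled without the 20 most abundant genes, 28.4% and 71.6% in limma on FPKM, and 16.8% and 83.2% in limma on TPM. Of the 1949 genes, 1121 were also called by DESeq2 and 1216 by limma on FPKM. The median log2 fold change of all genes shifted by at most -0.09, on TPM.

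The groups share only replicate numbers, which mark different mice. With a replicate block 1782 genes were called, and libraries with the same number did not deviate together, with correlations of -0.08, -0.05 and -0.07 in the 3 pairs.

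Of the 10 largest decreases, 5 were in Fig. 3B, and 3 in the fit with no filter. Across the fits that left out 1 library this number was 3 to 5, with 3 without EX replicate 3.

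The median of the collagens, laminins and integrins, 0.12, became -0.0087 with the stricter filter in edgeR and -0.0041 in limma, where fewer genes were tested. It was 0.0116 without a filter in edgeR and 0.0100 in limma, no longer past the threshold. With the estimated correlation the adjusted p of this family (median 0.116) was 0.142 and that of the motor proteins (median 0.045) was 0.253. In the fits that left out 1 library, the median of the collagens, laminins and integrins was 0.034 to 0.134 and stayed past the threshold, with 0.034 without EX replicate 3 and 0.067 without EX replicate 2.

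The respiratory chain median of 0.053 was not past the threshold with fry or the estimated correlation (0.053 each), with GC and length offsets (0.031), and in limma on FPKM, without trend and with a robust prior (0.041 each). The same held in limma with the pseudocount of 1 (0.034), on TPM (0.041), rescaled without the 20 most abundant genes (0.041), without a filter (0.032) and with the stricter filter (0.028). Across the fits that left out 1 library it was 0.030 to 0.064. It lost its call without Con replicate 3 (0.040) and without EX replicate 3 (0.030).

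The Spearman correlation of -0.13 was -0.17 to -0.10 across the fits that left out 1 library, and -0.17 was past the threshold, without Con replicate 1. The causes of these changes in the lists and the correlation were not tested beyond the smaller number of genes or libraries.

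Apart from the collagens, laminins and integrins, signs reversed for Hnrnpa1, Atp5l, the clock genes high with Bmal1 (-0.20 without a filter in limma) and the immediate early genes. Hnrnpa1 ranged from -0.027 to 0.028 over the fits without 1 library and was 0.0016 with GC and length offsets. Atp5l was -0.015 on TPM. The clock genes high with Bmal1 had a median of 0.043 with the stricter filter in edgeR and 0.041 in limma. The immediate early genes had a median of 0.022 without a filter in edgeR and 0.019 in limma, and of -0.25 with the stricter filter in both.

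Over all other comparisons of single genes with an alternative, 917 kept their direction and side of the threshold, 82 were weaker and 10 stronger. For lists, including the families above, 441 kept both, 26 were weaker and 8 stronger. The estimated correlation alone accounts for 1 weaker value in each of the fast fibre, adipocyte, tendon, erythroid, Schwann cell, endothelial, Dbp clock and ribosomal lists. At the depth of these libraries, genes such as Svs4 with 4 to 6 counts in EX allow only a lower bound of their change.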

Differences from the paper's values

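The paper states 1091 differential genes, and 1949 were found here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were the stricter filter (1475), leaving out Con replicate 2 (1530), EX replicate 1 (1583), EX replicate 2 (1532) or EX replicate 3 (1344), and limma on log2(FPKM + 0.1) with each of its settings but TPM, from 1143 to 1470 genes. No filter, median-ratio rescaling, scaling without the 20 most abundant genes, the replicate block, leaving out Con replicate 1 or 3, and limma on TPM did not reach it. DESeq2, chosen after seeing the values, gave 1174. The paper's methods name DESeq.

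The paper states 594 genes higher in EX, against 991 here. The alternatives within 1.5 times of it were the stricter filter (704), scaling without the 20 most abundant genes (768), leaving out Con replicate 2 (759), EX replicate 1 (820), EX replicate 2 (769) or EX replicate 3 (667), limma with median-ratio rescaling (674), limma on log2(FPKM + 0.1) and with pseudocount 1 (411 each), limma without the 20 most abundant genes in the scaling (443) and limma with a robust prior (418). The other alternatives set before the data were examined did not reach it. DESeq2, chosen after seeing the values, gave 628.

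The paper states 497 genes lower in EX, against 958 here. Of the alternatives set before the data were examined, leaving out EX replicate 3 (677) and limma with median-ratio rescaling (513) were within 1.5 times of it and the others were not. DESeq2, chosen after seeing the values, gave 546.

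The largest log2 fold change among the paper's differential genes is about 4 in Fig. 3A, read by eye, and was 6.65 here, for Myh7. Of the alternatives, only limma on log2(FPKM + 1) reached it, with 4.02. The smallest is about -1.4 in Fig. 3A, read by eye, and was -1.77 here. The same setting gave -1.32, and the stricter filter gave -1.49 in edgeR and -1.50 in limma, while leaving out EX replicate 1 gave -1.60. The other alternatives did not reach the paper's value.

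The level of Atp5mg, listed as Atp5l in the table, was about 1.7 times that of Con by RT-qPCR in Fig. 7B, read by eye, and 1.07 times by RNA sequencing here. None of the alternatives set before the data were examined closed the gap. The paper reports this increase as significant. Here the adjusted p was 0.154, with 0.035 only without EX replicate 1.

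The legend of Fig. 3B calls its genes the top 10 among the significant increases and decreases, and the paper's text does not say by which measure they were ranked. Ranked by log2 fold change, 6 and 5 of these genes were among the largest 10 changes here, 9 and 7 with limma on log2(FPKM + 1), and 9 increases also with the stricter filter in edgeR and in limma.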

Other observations

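In this part, the lists, the genes named by the paper and the alternatives listed with the processing were set before the data were examined. The splits, the thinned reads, the comparisons of spread and the further tests of explanations were chosen after the results were seen. Of the 10 splits of the 6 libraries into 3 and 3, 1, the split into Con and EX, gave as many genes with an adjusted p-value under 0.05. The other 9 splits gave 0 genes each, with 172 to 409 genes at an unadjusted p under 0.05 against 3331 in the real split. Each of these 9 splits put Con and EX libraries together on both sides. The difference between Con and EX then adds to the spread within a side, so few calls would follow from this alone. These splits therefore give no rate of false calls. With 10 splits a share under 0.1 cannot be reached. When every library was thinned to 13845361 counts, 1819 genes were differential, of which 1735 were among the 1949. With GC content and length offsets 2101 genes were differential, and with scaling without the 20 most abundant genes 2037. Library depth, GC content and length, and a few genes taking most of the counts are therefore not the whole cause of the difference between the groups, although the last one moves the balance of higher and lower genes.

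Over genes with at least 10 reads in a pair of libraries, the chi-square per degree of freedom was 1.70 to 3.78 between Con libraries and 1.77 to 2.29 between EX libraries, against 8.24 to 11.6 between the groups. Within groups it was 1.14 to 1.26 for genes with 10 to 99 reads in the pair, near counting noise, and rose to 1.64 to 3.74 for genes with at least 1000 but under 10000 reads and to 12.1 to 72.1 for genes with more. Genes that follow the state of single animals were then compared with others. Over 84 genes of 9 marker lists, among them immediate early, clock, blood, fat and regeneration genes, the median spread within groups was 1.22 times that of counting noise. It lay at percentile 54.0 of 10000 random lists matched on abundance, whose median was 1.20. The lists lay on both sides of this median, with 2.74 for the erythroid markers, 1.77 for the clock genes high with Dbp, 1.62 for adipocytes and 1.57 for hepatocytes, and 1.16 for macrophages, 1.09 for tendon, 1.01 for the clock genes high with Bmal1, 0.938 for regenerating fibres and 0.730 for the immediate early genes. Libraries made from shared RNA or tissue therefore cannot be told apart from libraries of single mice that were alike, since the lists go both ways and a spread between libraries set against counting noise does not separate them. The paper's text describes no pooling for RNA sequencing.

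The 10 hepatocyte markers were all lower in EX, with a median of -0.79 (adjusted p = 4.0e-09). Alb fell from 69.3 to 41.3 CPM and Serpina1e from 9.65 to 6.76, and 1 of the 10 genes had at least 20 CPM in Con. Serpina1c, in this list, is in Fig. 3B. A source of liver or plasma RNA that differs between the groups could lower all of them by one factor, and the heterogeneity chi-square of their changes was 2.21 per degree of freedom. This cannot be told apart from a change in muscle, since muscle expression of single members would also make them differ.

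The 10 clock genes high with Dbp had a median of -0.11 (adjusted p = 0.0151), with Nr1d1 and Ciart lower by 0.85 each and Dbp lower by 0.23. Of these 10 genes, 7 were lower and 3 higher, with Per2 the highest at 0.18. A different time of day at killing would move the genes high with Bmal1 the other way. Their median was -0.063 (adjusted p = 0.915), with 2 of 4 higher, of which Nfil3 rose by 0.48, and 2 lower, so time of day cannot be told apart from training. The paper gives the time after the last session for EX mice.

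In the slow fibre genes, Myh7 made up 0.00177% of the counts on Myh1, Myh2, Myh4 and Myh7 in Con and 0.177% in EX. Myoz2 and Pln, also in that list, fell by 0.81 and 0.69. Of the other lists, the 7 Schwann cell and nerve markers had a median of -0.44 (adjusted p = 2.5e-03), and -0.29 without Con replicate 1. The 5 bone and cartilage markers had a median of -0.16 (adjusted p = 0.112), and -0.22 without Con replicate 2 (adjusted p = 0.035). Without a filter, 14 of these markers had a median of -0.17 in edgeR (adjusted p = 0.027) and -0.15 in limma (adjusted p = 0.083). The median of the 9 denervation and atrophy markers was 0.21 (adjusted p = 0.116 with camera and 0.0104, higher, with fry), and 0.17 without EX replicate 3 (adjusted p = 0.031). Without a filter the median of 11 markers was 0.23 in edgeR (adjusted p = 0.027) and 0.21 in limma (adjusted p = 0.020). With limma on TPM the median was 0.22 (adjusted p = 0.042). It was -0.04 (adjusted p = 0.599) for the 10 immediate early genes and -0.03 (adjusted p = 0.181 with camera and 7.2e-03, lower, with fry) for the 14 exercise-induced oxidative regulators, with ranges of -0.063 to -0.014 and -0.059 to -0.018 when 1 library was left out. With the stricter filter, the median of the immediate early genes was -0.25 (adjusted p = 0.063) and that of the denervation and atrophy markers 0.069. The lymphoid list had 2 genes above the filter and was not tested with it. Without a filter, its 13 genes had a median of -0.55 in edgeR (adjusted p = 0.587, camera) and -0.14 in limma (adjusted p = 0.188). The direction of the camera test was up in both fits, against the sign of these medians. In edgeR 5 members were higher and 8 lower, and the 2 past the threshold, Ccl21a and Cd74, were both higher. No lymphoid decrease follows from these medians.

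The transcript of Atp5po, listed as Atp5o (gene 28080), rose from 397.2 ± 13.5 (SD, n = 3) to 444.1 ± 13.9 CPM, a log2 fold change of 0.16 (adjusted p = 2.5e-03). Over the alternatives its adjusted p ranged from 1.1e-03 to 0.298. That of Atp5mg, listed as Atp5l (27425), changed from 324.5 ± 14.8 to 346.2 ± 24.7 CPM, a log2 fold change of 0.09 (adjusted p = 0.154). The EX/Con ratios of the paper's protein values in Supplementary Table 3 were 1.61 and 1.96.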
